# Network-Based Bioinformatics Highlights Broad Importance of Human Milk Hyaluronan

**DOI:** 10.3390/ijms252312679

**Published:** 2024-11-26

**Authors:** Kathryn Y. Burge, Hua Zhong, Adam P. Wilson, Hala Chaaban

**Keywords:** necrotizing enterocolitis, preterm infant, glycosaminoglycan, network analysis, bioinformatics, hyaluronan, human milk, antioxidant

## Abstract

Human milk (HM) is rich in bioactive factors promoting postnatal small intestinal development and maturation of the microbiome. HM is also protective against necrotizing enterocolitis (NEC), a devastating inflammatory condition predominantly affecting preterm infants. The HM glycosaminoglycan, hyaluronan (HA), is present at high levels in colostrum and early milk. Our group has demonstrated that HA with a molecular weight of 35 kDa (HA35) promotes maturation of the murine neonatal intestine and protects against two distinct models of NEC. However, the molecular mechanisms underpinning HA35-induced changes in the developing ileum are unclear. CD-1 mouse pups were treated with HA35 or vehicle control daily, from P7 to P14, and we used network and functional analyses of bulk RNA-seq ileal transcriptomes to further characterize molecular mechanisms through which HA35 likely influences intestinal maturation. HA35-treated pups separated well by principal component analysis, and cell deconvolution revealed increases in stromal, Paneth, and mature enterocyte and progenitor cells in HA35-treated pups. Gene set enrichment and pathway analyses demonstrated upregulation in key processes related to antioxidant and growth pathways, such as nuclear factor erythroid 2-related factor-mediated oxidative stress response, hypoxia inducible factor-1 alpha, mechanistic target of rapamycin, and downregulation of apoptotic signaling. Collectively, pro-growth and differentiation signals induced by HA35 may present novel mechanisms by which this HM bioactive factor may protect against NEC.

## 1. Introduction

Nutrients within human milk (HM) spur growth and development during infancy. Bioactive components within HM, such as lactoferrin, immunoglobulin, and HM oligosaccharides [1], provide healthy building blocks for colonization and maintenance of the gut microbiome and maturation of intestinal immune cells. Infants on an exclusively HM diet are exposed to 50% fewer enteric infections compared with infants fed formula [2,3]. Importantly, protection offered by HM extends to necrotizing enterocolitis (NEC) [4,5,6,7,8,9], a life-threatening intestinal inflammatory disorder afflicting primarily premature infants. The etiology of NEC is complex and multifactorial, and risk factors beyond prematurity, including antibiotic use [10], dysbiosis [11], and formula feeding [12], contribute to increased incidence and severity of the disease. Studies have indicated preterm infants exposed to even a partial bovine-based formula diet are susceptible to increased NEC morbidity and mortality [13], while very low birthweight infants fed a diet of at least 50% HM within the 2 weeks following birth are six times less likely to develop NEC [14]. Much of the protection afforded by HM feeding has been attributed to bioactive factors, but how NEC risk is altered in association with isolated HM bioactive factors, rather than the composite, remains incompletely understood.

Unlike bovine-based infant formula [15], HM is rich in hyaluronan (HA), an ubiquitous and unique, non-sulfated glycosaminoglycan (GAG) with repeating linear residues of D-glucuronic acid and *N*-acetyl-D-glucosamine [16]. A primary component of the extracellular matrix (ECM), HA is produced endogenously by membrane-bound HA synthases (HASs) 1–3 [17]. The molecular weight, mode of administration, and local tissue physiology largely dictate the pro- or anti-inflammatory properties of HA [18,19]. In general, high molecular weight (HMW, >800 kDa) HA synthesized by HAS enhances tissue hydration, has antioxidant properties, and inhibits endothelial cell growth [20]. Oligo (<10 kDa), low MW (LMW, 10–300 kDa), and medium MW (MMW, 300–800 kDa) HA, produced either via enzymatic or oxidative degradation [20], induce tissue healing and repair through activation of the innate immune system, induce growth factor secretion, and stimulate angiogenesis [20,21,22,23,24,25,26,27,28].

Concentrations of HA peak in colostrum and early HM during the first weeks after birth, suggesting a critical role for exogenous HA during intestinal development postnatally [29]. As the proximal small intestine lacks the enzymes required to degrade HA [30], HM HA likely reaches the distal small intestine intact. In animal models of colitis, oral provision of HA, either purified from HM or produced biosynthetically at an average MW of 35 kDa (HA35), protects against bacterial-induced disease through increased antimicrobial β-defensin and tight junction protein expression within the epithelium [31,32,33,34]. Notably, our group has also demonstrated HA35 is protective against in vitro mechanical injury of intestinal epithelial monolayers [35], as well as in two distinct animal models of NEC [36,37].

Most recently, we demonstrated that HA35 promotes maturation of the murine neonatal small intestine, increasing villous length, crypt depth, and secretory cell abundance within the ileal epithelium [38]. Initial functional analyses of the ileal transcriptome indicated enrichment of pathways associated with growth, proliferation, and survival, including human epidermal growth factor receptor 2 (HER2), extracellular signal-regulated kinase/mitogen-activated protein kinase (ERK/MAPK), mechanistic target of rapamycin (mTOR), and phosphatidylinositol 3-kinase/protein kinase B (PI3K/Akt) signaling. Here, we aim to utilize additional functional and network analyses to further characterize the anti-inflammatory and pro-growth ileal transcriptome induced by HA35 supplementation during the neonatal period. As NEC remains a therapeutically intractable disease, our goal of identifying mechanisms mediating HA35’s protective and maturational effects on the ileum could provide novel therapeutic targets for the disease.

## 2. Results

### 2.1. Oral HA35 Induces a Unique Transcriptional Response Within the Developing Ileum

Mouse pups were treated daily with 30 mg/kg body weight HA35 or vehicle control from postnatal day (P)7 to P14 (Figure 1A), a developmental timepoint corresponding with human intestinal development at 22–23 weeks’ gestation and a period of heightened susceptibility to NEC [39]. Bulk RNA-sequencing was performed on the distal ileum of pups at P14. 

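Total RNA came from the distal ileum of 8 CD-1 pups, 4 given HA35 (hyaluronan with an average molecular weight of 35 kDa) and 4 given vehicle, by oral gavage at 30 mg/kg each day from P7 to P14. The paper names phosphate-buffered saline as the vehicle, whereas the sample labels name sterile water. Each pup gave 1 stranded total RNA library, sequenced on an Illumina NovaSeq instrument, and the authors aligned the reads to mm10 with gSNAP and derived gene-level FPKM with Cufflinks. These values are already divided by transcript length and by the mapped fragments of the library, and the table lists 43548 genes with 1 value for each pup. It gives no read counts, so the depth behind a value is unknown, and the precision of a mean is given here by the SD between pups. The smallest steps between low FPKM values placed the mapped fragments of each library, relative to control pup 2, between 0.856 in control pup 6 and 1.02 in HA35-treated pup 9, although the next most frequent step for control pup 6 gave 0.983. In 9 genes a placeholder filled 17 cells in place of a failed estimate, and these genes were left out. The 37 genes of the mitochondrial genome were listed at 0 in every pup.

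Summed over genes, FPKM reached 554862, 555721, 392286 and 538187 in control pups 2, 4, 6 and 8, and 498159, 597662, 580594 and 556991 in HA35-treated pups 1, 3, 6 and 9. Control pup 6 lay below the others for most genes: its median deviation from the mean of all pups was -0.40 on the log2 scale, against -0.022 to 0.15 in the remaining 7. The 2 groups did not differ in this median (exact permutation test, two-sided, p = 0.429). Across genes, which are not independent replicates, Pearson's r between 2 pups lay between 0.935 and 0.971. Genes annotated as processed pseudogenes held 16.3% to 18.9% of the summed FPKM of a pup. Tpt1-ps3, for example, averaged 4517 FPKM and its parent gene Tpt1 61.3, so the value of a gene with near-identical copies is uncertain. The labels call 3 HA35-treated and 2 control pups female, but 2 of these, control pup 8 and HA35-treated pup 9, carried Y-linked transcripts. Sex was not a term of the comparison.

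HA35-treated pups were compared with control pups by limma on log2(FPKM + 1) in the 13006 genes with a mean of at least 1 FPKM over all pups. The pseudocount shrinks the fold change of genes at low FPKM. Over all genes tested the median log2 fold change was 0.13, and 0.0090 after each pup was centred on its median deviation, so fold changes of single genes are also given after that centring.

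**Figure D1:**
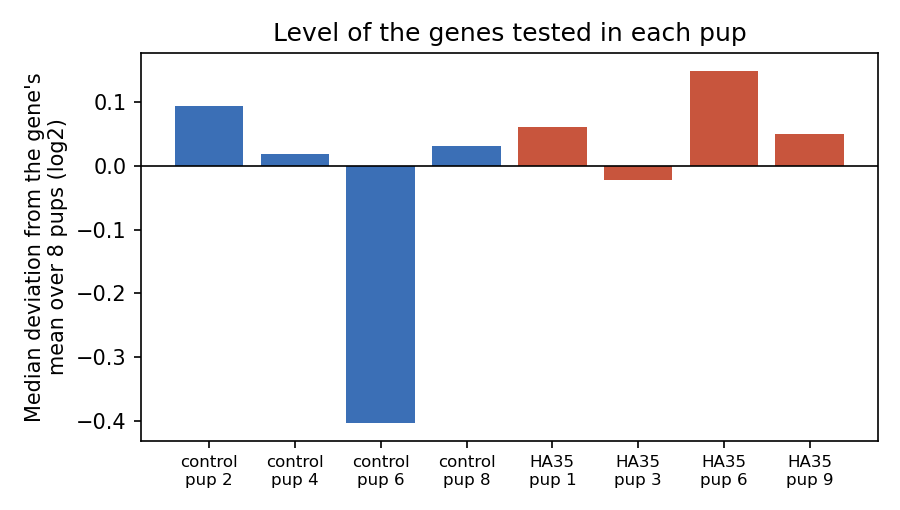
Median deviation of each pup (log2 scale, over the genes tested) from the mean of all pups, drawn as 1 bar per pup for control and HA35-treated pups. Control pup 6 sits at -0.40 and the other pups lie near 0.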

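Of the 13006 genes tested, 0 had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment (lowest adjusted p = 0.199), and 805 had an unadjusted p under 0.05, 661 of them higher and 144 lower in HA35-treated pups. An absolute log2 fold change over 1 was also met by 102 of these, 66 higher and 36 lower. Leaving out 1 pup gave 1 gene with an adjusted p under 0.05 without control pup 2, 1 without control pup 4, 3 without control pup 6 and 2 without HA35-treated pup 9, and none without any other pup. With 1 pup left out, the number past both thresholds moved most without HA35-treated pup 9, to 212 genes, and reached 171 without HA35-treated pup 6. The direction depended on the level of each pup: 82.1% of the genes with an unadjusted p under 0.05 were higher in HA35-treated pups, against 41.5% of 1075 genes (446 higher, 629 lower) once each pup was centred on its median. Quantile normalization gave 38.0% of 1108 genes, and leaving out control pup 6 gave 44.5% of 813 genes. In 425 genes, 3.27% of those tested, every HA35-treated pup lay on one side of every control pup, where chance gives 2.86%.

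The gene that rose with the smallest p was Gm27018 (ENSMUSG00000097175), a processed pseudogene at mm10 chromosome 6 from 6329998 to 6330222. It was listed at 0 in every control pup and averaged 2.04 ± 0.859 FPKM (SD, n = 4) in HA35-treated pups. Polr2k (ENSMUSG00000045996, chromosome 15 from 36174010 to 36177010) had 1.37 ± 0.266 FPKM (SD, n = 4) in control and 5.34 ± 1.42 (SD, n = 4) in HA35-treated pups, a log2 fold change of 1.40 (standard error 0.21, limma adjusted p = 0.199) that was 1.27 after centring. Zfp97, Cdc37l1 and Ankrd22 followed, with log2 fold changes of 1.11, 0.90 and 1.65. Among genes that fell, Rsph3b had the smallest p, with a log2 fold change of -0.99. Bche (ENSMUSG00000027792, chromosome 3 from 73635808 to 73708415) had 123 ± 11.0 FPKM (SD, n = 4) in control and 69.0 ± 6.38 (SD, n = 4) in HA35-treated pups, a log2 fold change of -0.83 (standard error 0.15, limma adjusted p = 0.392). Gm27517, Arsk and Pde7a fell by 3.23, 0.81 and 1.10 on the log2 scale. These 10 genes kept their direction when any 1 pup was left out, and none had an adjusted p under 0.05 in any alternative that was run.

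In the authors' deposited table, 1144 genes have a p under 0.05, 934 higher and 210 lower, and 398 of these also have a fold change over 2 (309 higher, 89 lower). The q-values of the genes on the authors' deposited list of significant genes run from 0.256 to 0.466. Of the 249 genes on that list, 200 had an unadjusted p under 0.05 from limma, and 35 have a deposited fold change over 2.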

From a total of 43,548 genes and using a *p*-value < 0.05 and |log_2_FoldChange| > 1, treatment with HA35 resulted in significant alterations in gene expression, with 249 differentially expressed genes (DEGs; 203 upregulated, 46 downregulated; Figure 1B). Dimensionality reduction in DEGs, the top 50 of which are illustrated in Figure 1C, from HA35-treated and control mice using principal component analysis (PCA) indicates pups cluster well by treatment (PC1, 62.2%; PC2, 9.04%; combined 71.24% variation explained; Figure 1D).

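Principal components of log2(FPKM + 1) over the 249 genes of the authors' list, centred and not scaled, put 67.7% of the variance on component 1 and 8.30% on component 2. The HA35-treated pups all lay on one side of the control pups on component 1 (exact permutation test, two-sided, p = 0.029, the smallest that 4 pups against 4 allow) and not on component 2 (exact permutation test, two-sided, p = 0.943). These genes were chosen by their difference between the groups, so the parting on component 1 is not independent of that choice. The share of component 1 moved most with FPKM on the linear scale, to 79.2%, and ran from 62.1% without control pup 6 to 72.0% without control pup 2 when 1 pup was left out. Over all 13006 genes tested, which were not chosen by the group difference, component 1 held 31.6% and component 2 18.4%. There the groups did not part on component 1 (exact permutation test, two-sided, p = 0.200) or component 2 (exact permutation test, two-sided, p = 0.600). That share of component 1 moved most on the linear scale as well, to 58.6%, was 22.0% after centring, and ran from 27.5% without control pup 6 to 36.7% without HA35-treated pup 1 when 1 pup was left out.

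**Figure D2:**
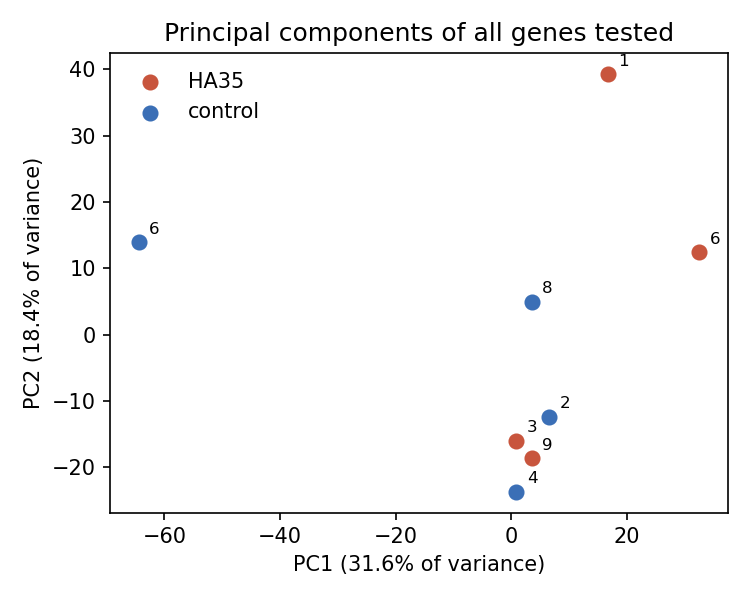
Scores of the 8 pups on components 1 and 2 of log2(FPKM + 1) over all 13006 genes tested, with the percent of variance on each axis, for control and HA35-treated pups. Control pup 6 lies far to the left and the other control pups lie among the HA35-treated pups.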

### 2.2. HA35 Induces Trend Toward Differentiation of Stromal, Mature Enterocytes, and Paneth Cells

To evaluate the potential of HA35 to induce cell-type abundance changes in the distal ileum of developing pups, cell counts for general small intestine (Figure 2A; Figure S1) and intestinal epithelial-specific cell types (Figure 2B; Figure S2) were estimated using cellular deconvolution and gene expression profiles derived from the Mouse Cell Atlas scRNA-seq reference dataset [40]. 

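Marker genes of intestinal cell types were compared as lists by limma's camera test with a preset correlation. Their p was adjusted over 26 gene lists by the Benjamini-Hochberg method. Of these 26 lists, 6 were drawn up by the study from these same libraries. Their small p can lower the adjusted p of the other 20 lists. Adjusted p near or under 0.05 for those 20, here and below, are thus not independent of the study's choice of genes. The median log2 fold change of a list is given relative to the median of all genes tested, and those of its lowest and highest members as measured. Of the 14 stromal markers, 13 reached the minimum of 1 FPKM, and 12 of these were higher in HA35-treated pups. Their relative median was 0.41 (camera adjusted p = 0.0527), with members from Fbln1 (-0.47) to Col1a1 (0.92). HA35-treated pup 9 moved it most: with 1 pup left out the relative median ran from 0.20 without HA35-treated pup 1 to 0.66 without HA35-treated pup 9, and the adjusted p fell under 0.05 without HA35-treated pup 3 (0.62) or 9 or control pup 8 (0.61). It also fell under 0.05 with a pseudocount of 0.1, no minimum FPKM, either other scaling or predicted genes left out. The same held with sex as labelled as a covariate, and with GC content and length regressed out. Over its alternatives the adjusted p ran from 2.85e-04 to 0.868.

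Of the 14 endothelial markers, 3 reached the minimum, and their relative median was 0.17 (camera adjusted p = 0.251), from Cdh5 (0.22) to Plvap (0.57). With no minimum FPKM the list of 14 had a relative median of 0.20, and its adjusted p was the lowest of its alternatives, which ran from 6.46e-04 to 0.868. Leaving out 1 pup gave relative medians from -0.034 without HA35-treated pup 1 to 0.31 without HA35-treated pup 3. The 14 epithelial markers lay lower, with a relative median of -0.12 (camera adjusted p = 0.244), and only 3 of them were above the median of all genes, from Cldn3 (-0.20) to Krt18 (0.73). Their relative median ran from -0.16 without HA35-treated pup 3 to -0.051 without HA35-treated pup 1, and only the value without HA35-treated pup 3 came with an adjusted p under 0.05 among the alternatives run, which gave 0.0419 to 0.983. In each of these 3 lists 1 member had an unadjusted p under 0.05, and 0 had an adjusted p under it, adjusted over the list alone or over all genes tested. Of the stromal markers, 1, Col1a1, is also named in the paper as a core enrichment gene. No deconvolution was run here.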

Treatment with HA35 trended toward an enrichment in stromal cells, while endothelial and epithelial cell populations were expected to diminish in the developing ileum. In addition, Paneth, late enterocyte progenitor, mature proximal enterocyte, and mature distal enterocyte cell types within the intestinal epithelium showed indications of enrichment, potentially drawing from the reduced pool of cycling transit-amplifying progenitors (TA.G2). 

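By the same camera test, 9 of 10 Paneth cell markers were higher in HA35-treated pups, with a relative median log2 fold change of 0.26 (adjusted p = 0.436) and members from Ang4 (-0.25) to Lyz1 (0.60). The result rested on single pups: the relative median ran from -0.0074 without HA35-treated pup 3 to 0.45 without HA35-treated pup 9, where the adjusted p fell under 0.05, within a range of 0.00248 to 0.966 over its alternatives. The list holds alpha-defensin genes, whose near-identical copies make their FPKM uncertain. The 10 markers of mature proximal enterocytes had a relative median of 0.092 (adjusted p = 0.185), from Rbp7 (-0.21) to Apoc3 (0.69). That median ran from 0.047 without HA35-treated pup 3 to 0.17 without HA35-treated pup 6, and no alternative took the adjusted p under 0.05 (0.0794 to 0.868). The 14 markers of mature distal enterocytes lay on the lower side of all genes, with a relative median of -0.13 (adjusted p = 0.126) and members from Phgr1 (-0.42) to Plb1 (1.05). Without HA35-treated pup 9 (-0.23) and without HA35-treated pup 3 the adjusted p of this lower median fell under 0.05, and the median ran from -0.31 without HA35-treated pup 3 to -0.056 without HA35-treated pup 1, with adjusted p from 0.0243 to 0.971 over its alternatives. Among 17 genes of cycling cells in G2/M, 16 were higher and 14 lay above the median of all genes, from Plk1 (-0.033) to Cenpa (0.50). Their relative median was 0.074 (camera adjusted p = 0.198). This median ran from -0.023 without control pup 4 to 0.14 without control pup 2. Its adjusted p was under 0.05 without control pup 2 or HA35-treated pup 3 (0.12), within 0.0165 to 0.922 over its alternatives. In the enterocyte and G2/M lists 1 member each had an unadjusted p under 0.05, in the Paneth list 0 did, and in all 4 lists 0 members were past the threshold, adjusted over the list alone or over all genes. Late enterocyte progenitors were not analysed here.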

Altogether, HA35 may bolster differentiated secretory and absorptive cell types, as well as those within the mesenchymal compartment of the developing intestine.

### 2.3. Antioxidant and Growth Signaling Characterize Functional Intestinal Response to HA35

When comparing gene expression altered by HA35 treatment, we utilized DEGs to construct a protein–protein interaction (PPI) network, where nodes indicate discrete genes and edges represent connections between and among genes. 

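The genes Rps27a, Uba3, Ube2f, Mdm2, Hif1a and Ube2b were each higher in HA35-treated than in control pups, with log2 fold changes from 0.30 (Ube2b) to 0.67 (Hif1a), and each stayed higher after centring and when any 1 pup was left out. None had a limma adjusted p under 0.05 (adjusted p from 0.731 to 0.767 over all genes tested), while 5 had an unadjusted p under it. Hif1a (ENSMUSG00000021109) lies at mm10 chromosome 12 from 73901375 to 73947530 and had 14.3 ± 2.05 FPKM (SD, n = 4) in control and 23.3 ± 2.32 (SD, n = 4) in HA35-treated pups. Its log2 fold change was 0.67 (standard error 0.16), or 0.55 after centring, and 0.61 to 0.76 with 1 pup left out. Rps27a (ENSMUSG00000020460, chromosome 11 from 29545846 to 29548109) had 20.7 ± 4.93 FPKM (SD, n = 4) in control and 30.8 ± 3.28 (SD, n = 4) in HA35-treated pups, a log2 fold change of 0.58 (0.45 after centring). Its value is uncertain, since 2 of its processed pseudogenes are also listed above 0, at 6.77 FPKM together. Uba3 (ENSMUSG00000030061, chromosome 6 from 97183670 to 97205647) had 19.9 ± 2.66 FPKM (SD, n = 4) in control and 28.7 ± 3.72 (SD, n = 4) in HA35-treated pups, a log2 fold change of 0.51. Ube2f, Mdm2 and Ube2b rose by 0.43, 0.38 and 0.30. In 5 of these 6 genes every HA35-treated pup lay above every control pup (exact permutation test, two-sided, p = 0.029, the smallest possible), and for Ube2f (exact permutation test, two-sided, p = 0.0571) the pups overlapped. Chance gives 2.86% of unselected genes, and these genes were chosen for their difference between the same pups. After centring, 4 of the 6 kept an exact p under 0.05.

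**Figure D3:**
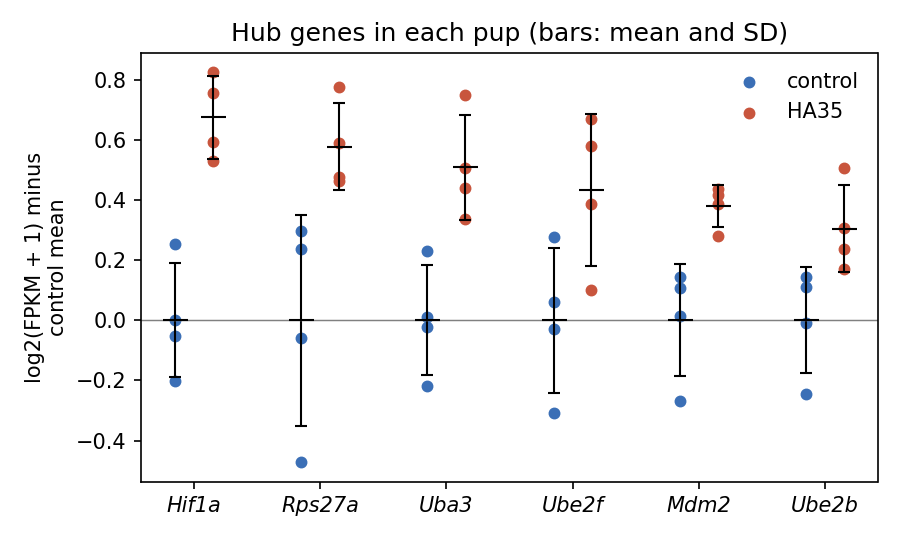
Log2(FPKM + 1) minus the mean of the control pups for the 6 genes, drawn as 1 point per pup with the mean and SD of each group (n = 4). The mean of the HA35-treated pups lies above 0 for each gene, by 0.30 for Ube2b and 0.67 for Hif1a.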

The largest subnetwork (Figure 3A) was utilized for functional hub gene analysis, identifying *Rps27a* (ribosomal protein S27a), *Uba3* (ubiquitin like modifier activating enzyme 3), *Ube2f* (ubiquitin conjugating enzyme E2 F), *Mdm2* (mouse double minute 2), *Sumo1* (small ubiquitin like modifier 1), *Kras*, *Hif1α* (hypoxia inducible factor alpha), and *Ube2b* as genes driving connections within the PPI network (Figure 3B). 

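Nfe2l2, which encodes NRF2, had 116 ± 10.2 FPKM (SD, n = 4) in control and 126 ± 24.9 (SD, n = 4) in HA35-treated pups, a log2 fold change of 0.10 (exact permutation test, two-sided, p = 0.600) that turned to -0.025 after centring. With 1 pup left out it lay between 0.024 without HA35-treated pup 9 and 0.25 without HA35-treated pup 3. Keap1 had 12.6 ± 2.85 and 12.0 ± 1.12 FPKM (SD, n = 4), a log2 fold change of -0.040 (exact permutation test, two-sided, p = 0.886). After centring it was -0.16 (exact permutation test, two-sided, p = 0.114). With 1 pup left out it ran from -0.21 to 0.046, and was positive without control pup 4 (0.046) or control pup 8 (0.0072). Among 23 known target genes of NRF2, 21 were tested and 10 lay above the median of all genes, from G6pdx (-0.31) to Ephx1 (0.55). Their median relative to all genes was -0.052 (limma camera adjusted p = 0.897). It changed sign without control pup 8 (0.034) or HA35-treated pup 3 (0.086), and adjusted p ran from 0.608 to 0.975 over the alternatives. In this list 1 member had an unadjusted p under 0.05 and 0 were past it, adjusted over the list alone or over all genes tested. Mtor had 3.08 ± 0.557 FPKM (SD, n = 4) in control and 3.21 ± 0.298 (SD, n = 4) in HA35-treated pups, a log2 fold change of 0.053 (exact permutation test, two-sided, p = 0.743), or -0.071 after centring and -0.036 without control pup 6. The 25 tested genes of the Reactome set for mTOR signalling had a median of -0.059 relative to all genes (camera adjusted p = 0.941 over 11 Reactome sets), from Eif4ebp1 (-0.12) to Eif4e (0.55). Leaving out 1 pup moved this median from -0.087 without control pup 8 to -0.035 without HA35-treated pup 3, with no adjusted p under 0.05 in any alternative (0.494 to 0.995).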

The largest subnetwork was subjected to functional annotation using ClueGO, indicating enrichment of antioxidant (kelch-like ECH-associated protein 1-nuclear factor erythroid 2-like 2 [KEAP1-NFE2L2]) and growth (mechanistic target of rapamycin [mTOR]) pathways (Figure 3C) with HA35 treatment. The largest functional network based upon ClueGO analysis is depicted in Figure 3D.

To further evaluate the functional canonical signaling pathways involved in the intestinal response to HA35, DEGs were uploaded to Ingenuity Pathway Analysis (IPA) for enrichment analysis. Interestingly, pathways associated with growth and antioxidant response were enriched in HA35-treated pups, including PI3K/Akt, MSP-RON (macrophage stimulating protein-RON), HER-2, mTOR, ERK/MAPK, 14-3-3-mediated, HIF-1α, EIF2 (eukaryotic initiation factor 2), ErbB (erythroblastic leukemia viral oncogene homologue) signaling, and NRF2-mediated oxidative stress response (Figure 4A; Figure S3), while apoptosis signaling was predicted to be downregulated. 

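Ingenuity Pathway Analysis was not run here, and Reactome sets with related content were compared by limma's camera test. The 103 tested genes of the set for signaling by ERBB2 had a median log2 fold change of -0.0067 relative to all genes (adjusted p = 0.941), from Erbb3 (-0.60) to Btc (0.78), and no alternative took the adjusted p under 0.05 (0.494 to 0.995). Its sign was not stable, and the median ran from -0.027 without HA35-treated pup 1 to 0.055 without HA35-treated pup 3. Erbb2, which encodes HER-2 (ENSMUSG00000062312, mm10 chromosome 11 from 98412470 to 98437716), had 12.0 ± 3.85 FPKM (SD, n = 4) in control and 8.50 ± 2.63 (SD, n = 4) in HA35-treated pups. Its log2 fold change was -0.43 (standard error 0.27, exact permutation test, two-sided, p = 0.286) and -0.56 after centring, and stayed negative, from -0.68 to -0.32, when 1 pup was left out. The 111 tested genes of the set for eukaryotic translation initiation, the step that EIF2 acts in, had a relative median of 0.0095 (adjusted p = 0.941), from Rps2 (-1.28) to Rpl35a (1.35). This median ran from -0.12 without HA35-treated pup 3 to 0.11 without HA35-treated pup 1. It also turned negative without control pup 6 (-0.031) or control pup 8 (-0.028), and the adjusted p was under 0.05 only without HA35-treated pup 1, within 0.00635 to 0.995 over its alternatives. Many ribosomal protein genes of this set have processed pseudogenes, which makes their FPKM uncertain. Neither set held a member past the threshold, adjusted over the set alone or over all genes, and 5 members of the first and 7 of the second had an unadjusted p under 0.05.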

Heatmaps for expression of genes driving the three most highly enriched pathways associated with HA35 treatment, PI3K, MSP-RON, and HER-2 signaling, are provided in Figure 4B.

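Of the genes in the 3 heatmaps, 14 are reported, of which 13 were higher in HA35-treated pups and 1, Prkcd, was lower. Their log2 fold changes ran from -0.28 (Prkcd) to 1.17 (Areg), 10 had an unadjusted p under 0.05 and 0 a limma adjusted p under it (from 0.731 to 0.767). Areg (ENSMUSG00000029378, mm10 chromosome 5 from 91139599 to 91148432) had 6.38 ± 3.27 FPKM (SD, n = 4) in control and 15.0 ± 4.32 (SD, n = 4) in HA35-treated pups, a log2 fold change of 1.17 (standard error 0.31, 1.05 after centring), and 15 of the 16 pairs of an HA35-treated and a control pup had the higher value in the treated pup. Atf3 (ENSMUSG00000026628, chromosome 1 from 191170296 to 191218039) had 34.0 ± 9.16 FPKM (SD, n = 4) in control and 69.9 ± 30.5 (SD, n = 4) in HA35-treated pups, a log2 fold change of 0.97 (0.85 after centring). Sfn, Prkci, Pard6b, Ets2 and Rap1b rose by 0.80, 0.60, 0.51, 0.44 and 0.39 on the log2 scale, and Rheb and Chuk by 0.34 and 0.23. Prkcd fell by 0.28 (exact permutation test, two-sided, p = 0.0857). In 9 of the 14 genes the 2 groups did not overlap. Chance gives 2.86% of unselected genes, and these genes were chosen for their difference between the same pups. After centring, 6 of the 14 had an exact p under 0.05, among them Prkcd, which was lower (-0.40).

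As lists the genes drawn for PI3K, MSP-RON and HER-2 signaling had medians of 0.26, 0.31 and 0.25 relative to all genes (limma camera adjusted p = 1.45e-04, 3.19e-05 and 2.61e-04), and the hub genes, core enrichment genes and oncogenes that the paper names 0.27, 0.22 and 0.22 (adjusted p = 3.90e-05, 2.61e-04 and 0.0155). These 6 lists were drawn up by the study from these same libraries and share members, so their p values are not independent evidence. Adjusted over the list alone, 4 PI3K, 5 MSP-RON, 1 HER-2, 2 core enrichment, 3 hub and 0 oncogene list members had an adjusted p under 0.05, which is not independent evidence either, and over all genes 0 did. Of the 26 lists, these 6 had a camera adjusted p under 0.05. Under fry this held for PI3K, MSP-RON and hub genes (adjusted p = 0.0320 each) and not for HER-2 genes and oncogenes (0.0503 each) or core enrichment genes (0.242). With the correlation between genes estimated it held for 0 of the 26 lists, and the adjusted p of these 6 ran from 0.472 for PI3K genes to 0.751 for core enrichment genes. Over all alternatives the lowest adjusted p of these 6 lists was 1.09e-09, for hub genes under an ordinary linear model.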

Finally, we performed gene set enrichment analysis (GSEA) to further explore functional effects of HA35 treatment on the developing murine intestine. GSEA revealed significant associations of epithelial mesenchymal transition, MYC targets, E2F targets, genes downregulated in response to UV radiation, unfolded protein response, protein secretion, and G2M checkpoint gene sets (Figure 5) with HA35 treatment. 

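The collection used for GSEA was not used here, and lists of related genes and Reactome sets were compared by limma's camera test. Of 15 MYC targets, 13 were higher in HA35-treated pups and 11 lay above the median of all genes, from Cad (-0.14) to Nop56 (0.58). The median log2 fold change of the list was 0.19 relative to all genes (camera adjusted p = 0.0527). Leaving out 1 pup moved this median from 0.093 without HA35-treated pup 9 to 0.24 without control pup 6, and the adjusted p fell under 0.05 without control pup 2, control pup 6, HA35-treated pup 1 or HA35-treated pup 3, and with 5 other settings, within 0.0135 to 0.868 over its alternatives. The 18 E2F targets were all higher, from Pola1 (0.0052) to Mcm3 (0.40), but 12 of them lay above the median of all genes, and their relative median was 0.077 (adjusted p = 0.251). It ran from 0.017 without control pup 4 to 0.16 without control pup 2, where the adjusted p was under 0.05 (0.0322 to 0.922 over its alternatives). Genes of the unfolded protein response had a relative median of 0.064 (adjusted p = 0.608, 17 genes from Syvn1 (-0.27) to Hspa5 (0.46)), which ran from -0.027 without HA35-treated pup 3 to 0.12 without HA35-treated pup 1, with adjusted p from 0.115 to 0.999. Coat genes of the secretory pathway, used for protein secretion, had a relative median of -0.015 (adjusted p = 0.566, 18 genes from Sec24b (-0.10) to Sec24d (0.47)), which ran from -0.021 without control pup 4 to 0.035 without control pup 2, with adjusted p from 0.178 to 0.935. In these 4 lists 2 MYC targets, 0 E2F targets, 1 unfolded protein response gene and 0 coat genes had an unadjusted p under 0.05, and 0 were past it, adjusted over the list alone or over all genes.

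Among the 11 Reactome sets, 3 had a camera adjusted p under 0.05: S phase, G2/M checkpoints and E2F-mediated regulation of DNA replication (adjusted p = 0.0182 each). Their relative medians were 0.056, 0.080 and 0.13, and 93 of 107, 40 of 42 and 19 of 20 members were higher in HA35-treated pups. Fewer members, 70, 32 and 16, lay above the median of all genes. None of these 3 calls held under fry (adjusted p from 0.455 to 0.494) or with the correlation estimated (adjusted p = 0.984 each). All 3 were lost without control pup 4 (relative medians 0.027, 0.017 and 0.041), HA35-treated pup 6 (0.064, 0.085 and 0.13) or HA35-treated pup 9 (0.047, 0.081 and 0.12). All 3 were lost with GC content and length regressed out as well. The S phase call was also lost without HA35-treated pup 3 (0.028) and the E2F call without control pup 8 (0.15). Over their alternatives the adjusted p of the 3 sets ran from 3.97e-04 to 0.984, 0.00126 to 0.984 and 0.00153 to 0.984. The set for extracellular matrix organization, used for the epithelial mesenchymal transition, had a relative median of 0.16 (adjusted p = 0.107, 132 genes from Capn1 (-0.53) to Lama5 (1.00)). This median ran from 0.022 without HA35-treated pup 1 to 0.27 without HA35-treated pup 9. The adjusted p was under 0.05 without control pup 8, HA35-treated pup 3 or HA35-treated pup 9. That held also with quantile normalization, sex as labelled as a covariate, or GC content and length regressed out, within 4.25e-05 to 0.984. The Reactome set for the unfolded protein response had a relative median of 0.023 (adjusted p = 0.941, range 0.494 to 0.995), which ran from -0.033 without HA35-treated pup 1 to 0.13 without HA35-treated pup 6. In these 5 sets, 0 members had an adjusted p under 0.05, adjusted over the set alone or over all genes, and between 0 (unfolded protein response) and 12 (extracellular matrix) had an unadjusted p under it. A set of genes down after UV radiation was not used here.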

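The 20 genes Ctgf (also called Ccn2), Has2, Col1a1, Pcna, Mki67, Met, Kit, Myc, Egfr, Igf2r, Igfbp2, Igfbp3, Vegfa, Mapk14, Ube2e1, Usp1, Wnt5a, Notch2, Eif4e and Hif1a were each higher on average in HA35-treated than in control pups. None had a limma adjusted p under 0.05, 4 had an unadjusted p under it, and in 3 the groups did not overlap, where chance gives 2.86% of unselected genes and these were chosen from the same pups. Igfbp2 (ENSMUSG00000039323, mm10 chromosome 1 from 72824503 to 72852474) had 1.10 ± 0.532 FPKM (SD, n = 4) in control and 3.33 ± 0.999 (SD, n = 4) in HA35-treated pups, a log2 fold change of 1.04 (standard error 0.25, 0.92 after centring) with every HA35-treated pup above every control pup. Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) had 8.12 ± 3.74 and 17.4 ± 10.0 FPKM (SD, n = 4), a difference within the spread between pups (exact permutation test, two-sided, p = 0.143), and its log2 fold change was 0.79 after centring. Eif4e had 17.0 ± 4.18 and 25.0 ± 4.16 FPKM (SD, n = 4), a log2 fold change of 0.55 (exact permutation test, two-sided, p = 0.0571). Has2 lay below the minimum of 1 FPKM, with 0.0169 ± 0.0107 FPKM (SD, n = 4) in control and 0.0942 ± 0.0480 (SD, n = 4) in HA35-treated pups. Its groups did not overlap before centring, which counts it among the 3 above, but both groups were too low for a difference to be shown. After centring its log2 difference was -0.020 (exact permutation test, two-sided, p = 0.971), but centring shifts all genes of a pup alike, and the shift of control pup 6 exceeds every log2(FPKM + 1) of Has2. Notch2 lay below the minimum as well. The proliferation genes overlapped between the groups, with log2 fold changes of 0.34 for Pcna, 0.38 for Met, 0.36 for Kit, 0.26 for Egfr, 0.25 for Myc and 0.21 for Mki67. With 1 pup left out these stayed positive but moved widely. They ran from 0.21 to 0.48 for Pcna, 0.27 to 0.46 for Met and 0.17 to 0.52 for Kit. The ranges were 0.084 to 0.43 for Egfr, 0.053 to 0.38 for Myc and 0.10 to 0.45 for Mki67. Ctgf had 1.89 ± 0.917 FPKM (SD, n = 4) in control and 3.41 ± 2.92 (SD, n = 4) in HA35-treated pups (exact permutation test, two-sided, p = 0.543). Mapk14 had the smallest change of the 18 genes tested, 0.14, which turned to -0.025 without HA35-treated pup 6. Ube2e1 and Usp1 (0.18 and 0.16) were lower with GC content and length regressed out (-0.030 and -0.014), a setting chosen after seeing the data. Wnt5a, Igfbp3 and Igf2r rose by 0.54, 0.58 and 0.31 with overlapping groups. With 1 pup left out they ran from 0.31 to 0.76, 0.36 to 0.80 and 0.071 to 0.45. By list, 6 of the 20 genes also belong to a list that was not drawn from the study.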

Core enrichment genes overlapping in multiple gene sets include genes associated with stromal cell and ECM expansion (e.g., *Ccn2* [cellular communication network factor 2], *Has2* [hyaluronic acid synthase 2], *Col1a1* [collagen type I alpha 1 chain], etc.), cell proliferation (e.g., *Pcna* [proliferating cell nuclear antigen], *Mki67* [marker of proliferation Ki-67], *Met*, *Kit*, *Myc*, *Egfr* [epidermal growth factor receptor], etc.), cell growth and survival (e.g., *Hif1a*, *Igfr2* [insulin-like growth factor 2 receptor], *Igfbp2/3* [insulin-like growth factor binding protein 2 and 3], *Vegfa* [vascular endothelial growth factor alpha], *Mapk14*, etc.), ubiquitination (e.g., *Ube2e1*, *Usp1* [ubiquitin specific peptidase 1], etc.), differentiation (e.g., *Wnt5a* [Wnt family member 5A], *Notch2* [notch receptor 2], etc.), and eukaryotic translational initiation factor genes (e.g., *Eif4e*, etc.). Overall, our data suggest HA35 promotes intestinal development during early neonatal life through a variety of pro-growth signaling pathways. In addition, the unexpected enrichment of pathways associated with antioxidant response and predicted reduction in apoptosis signaling may provide physiological protection against events predisposing preterm infants to NEC.

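Of 15 pro-apoptotic genes tested, 9 were higher and the rest lower in HA35-treated pups, from Bcl2l11 (-0.37) to Apaf1 (0.74). Their median log2 fold change relative to all genes was -0.027 (limma camera adjusted p = 0.492), and it ran from -0.16 without HA35-treated pup 3 to 0.018 without control pup 4. It was -0.14 without control pup 6, and no alternative took the adjusted p under 0.05 (0.249 to 0.967). The Reactome set for apoptosis had a relative median of 0.025 (adjusted p = 0.629, 127 genes from Tlr3 (-0.56) to Sfn (0.80)), which ran from -3.6e-04 without HA35-treated pup 3 to 0.092 without HA35-treated pup 1, with adjusted p from 0.0551 to 0.984. In the list 1 gene and in the set 6 genes had an unadjusted p under 0.05, and 0 were past it, adjusted over the list alone or over all genes. The paper proposes that HA35 promotes development of the neonatal intestine. For this it draws on growth pathways enriched among its differentially expressed genes and gene sets (Figure 3, Figure 4 and Figure 5). It also refers to its earlier study of these pups, with longer villi, deeper crypts and more goblet and Paneth cells. For mTORC1 activation it cites earlier immunohistochemistry, qPCR and Western blots. From the enriched antioxidant response and the predicted fall in apoptosis signaling it proposes protection against events that precede NEC.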

## 3. Discussion

NEC, a leading cause of morbidity and mortality in the neonatal period, is characterized by severe intestinal inflammation, resulting in abdominal distension, necrosis, and in severe cases, intestinal perforation, multi-organ failure, and death [41,42]. While the precise etiology of the disease remains unclear, NEC pathogenesis is multifactorial and incorporates intestinal immaturity [43], a dysregulated immune system [44], and an altered gut microbiome [45]. NEC onset typically occurs 2–3 weeks following birth [46], providing a crucial window of opportunity for clinical prevention. HM, particularly mother’s own milk (MOM), is thought to play a key role in protecting preterm infants from NEC through promoting maturation of the intestinal epithelial barrier, reducing intestinal permeability, and fostering development of a favorable microbiome [6,47,48,49,50,51].

Our group has published extensively on the protective effects of the HM HA mimic [32], HA35, both in vitro and in vivo. In the former [36], HA35 accelerates restitution and healing from a mechanical wound via cell proliferation at the wound edge and migration to the site of injury, while in the latter, HA35 reduces mortality, severity of intestinal injury, and systemic inflammation, in part through preservation of intestinal barrier function [36,37]. Importantly, in the unchallenged gut of postnatal mice, HA35 promotes intestinal development and maturation, increasing goblet and Paneth cell numbers, and deepening and lengthening crypts and villi, respectively [38]. Here, we sought to elucidate potential mechanisms by which HA35 induces maturational changes within the developing postnatal intestine.

### 3.1. Role of HA35 in Differentiation of the Intestinal Epithelium

The intestinal epithelium is spatially organized into villi for maximal nutritional absorption. Proliferative intestinal stem cells (ISCs) migrate from the crypt base toward the villi tips [52]. Fully differentiated enterocytes at villi tips undergo apoptosis and are shed into the lumen [53], generating a cycle of epithelial regeneration that renews the entire villus population within a matter of days. The critical barrier function of the intestine is maintained by expression of tight junctions, regulating the passage of luminal contents into the mucosa, as well as multiple layers of mechanical and chemical defense. Goblet cells secrete mucus, preventing direct microbial adherence to the epithelium [54]. Paneth cells chemically deter microbes via the release of antimicrobial peptides (AMPs) [55], and embedded immune cells within the submucosa functionally mature following stimulation by bacteria [56].

The intestinal epithelium of preterm infants is developmentally immature. Compared with those of infants born at term, goblet cells of preterm infants have a reduced capacity to generate mucins, resulting in a thinner mucus lining and increased susceptibility to bacterial translocation of the epithelium [43]. Preterm enterocytes secrete less detoxifying alkaline phosphatase, and Paneth cells produce less lysozyme and defensins, altogether allowing potential pathogens direct access to the single-cell barrier, with limited ability to combat bacterial toxins or prevent mucosal invasion.

Endogenous HA receptor binding during postnatal development induces Lgr5^+^ ISC proliferation, expansion of Paneth cell numbers, and enhanced crypt fission, with pericryptal macrophages implicated as the potential source of this signaling [57]. However, the role of HA35 in postnatal small intestinal development has not been as well-studied. Cell deconvolution of our bulk sequencing data predicts an increase in stromal cells and decreases in endothelial and epithelial cells. HA35-mediated expansion of the stromal cell lineage likely contributes to epithelial differentiation and maturation [58], enabling critical defense of the postnatal intestinal barrier. Within the epithelium, deconvolution predicted an increase in mature enterocytes, late enterocyte progenitors, and Paneth cells, and a reduction in enterocyte progenitors and cycling TA cells. 

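The 9 goblet cell markers lay on the lower side of all genes in HA35-treated pups, with a median log2 fold change of -0.16 relative to all genes (limma camera adjusted p = 0.429) and members from Retnlb (-0.92) to Agr2 (0.57). Leaving out 1 pup moved this median from -0.21 without HA35-treated pup 3 to 0.0052 without HA35-treated pup 1. The adjusted p of the lower median was under 0.05 without HA35-treated pup 3, and over its alternatives it ran from 0.0419 to 0.893. No marker had an unadjusted p under 0.05 (0 genes), or an adjusted one, adjusted over the list alone or over all genes.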

Overall, the shift in cellular composition following HA35 treatment appears to align with increased maturation and enterocyte differentiation, and largely substantiates our prior in vivo immunohistochemical (IHC) studies indicating increased goblet and Paneth cells in these same animals [38]. Further, the increase in differentiated cell types likely draws from the reduced pool of cycling TA cells, the latter of which is associated with an increase in the ratio of secretory to absorptive enterocytes within the epithelium [59]. Interestingly, TA cell abundance represents a balance in capacity for cell differentiation or regeneration, and treatment with HA35 appears to shift the balance toward differentiation. Altogether, these observations indicate HA35 likely accelerates epithelial maturation and expansion of the stromal cell compartment without substantially altering immune cell abundances.

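Of 9 macrophage markers, 7 were tested and 6 were higher in HA35-treated pups, from C1qa (-0.37) to Cd68 (0.46). Their median relative to all genes was 0.083 (limma camera adjusted p = 0.669), and -0.010 with a minimum of 5 FPKM. With 1 pup left out it ran from -0.031 without HA35-treated pup 1 to 0.28 without HA35-treated pup 9, and no alternative brought the adjusted p under 0.05 (0.179 to 0.966). No member had an unadjusted p under 0.05 (0 genes), or an adjusted one, adjusted over the list alone or over all genes.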

### 3.2. HA35 as an Inducer of the PI3K/Akt/mTOR Signaling Cascade

Signal transduction pathways associated with growth and epithelial proliferation are likely to influence NEC pathogenesis [60,61,62,63,64]. PI3K/Akt/mTOR signaling, fundamental to key cellular processes including protein synthesis and secretion, nutrient uptake, and glycolytic metabolism [65], is essential to meet the needs of a rapidly growing and differentiating intestine during the neonatal period [66]. Growth factors, cytokines, and toll-like receptor (TLR) ligands initiate mTOR activation, primarily through PI3K/Akt or ERK phosphorylation and inactivation of the repressor, tuberous sclerosis complex 1/2 (TSC1/2) [67]. Through integration of extracellular and intracellular signals, mTOR plays essential roles in cell growth, proliferation, differentiation, migration, and survival [68]. Importantly, the PI3K/Akt/mTOR signaling axis, when significantly disrupted, is often embryonically lethal. Global or conditional knockout of mTORC1 (mTOR complex 1), a key component of the mTOR pathway, results in intestinal epithelial defects, including ileal villus blunting and reduced numbers of Paneth and goblet cells [69], underscoring the importance of the pathway to intestinal development. Additionally, mTOR activation is vital for functional intestinal epithelial repair, demonstrated in models of ischemia-reperfusion injury, radiation-induced damage, and colitis [70].

The ability of HA to activate PI3K/Akt/mTOR signaling has been reported in monocytes, chondrocytes, and rod photoreceptors of the eye [71,72,73], providing plausibility for relevance of this pathway within the neonatal intestine. GSEA, IPA, and network analyses (Figure 3, Figure 4 and Figure 5) indicated treatment with HA35 activated PI3K/Akt/mTOR signaling within the developing murine ileum, supporting our prior IHC, quantitative polymerase chain reaction (qPCR), and Western blot indications of mTORC1 activation in these pups [38]. 

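The Reactome set for PI3K/AKT activation, drawn up apart from these libraries, had 58 genes tested, from Erbb3 (-0.60) to Btc (0.78). Of these, 39 were higher in HA35-treated pups and 28 lay above the median of all genes, and the median relative to all genes was -0.015 (limma camera adjusted p = 0.941). It ran from -0.069 without HA35-treated pup 1 to 0.063 without HA35-treated pup 3 and was positive also without control pups 2 (0.013) or 4 (0.0061) or HA35-treated pup 9 (0.012), with adjusted p from 0.318 to 0.995 over its alternatives. In the set 4 genes had an unadjusted p under 0.05 and 0 were past it, adjusted over the set alone or over all genes.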

Enrichment of the PI3K/Akt/mTOR signaling axis suggests a mechanism by which HA35 supports robust intestinal development, potentially reducing susceptibility to complications like NEC in preterm infants.

### 3.3. Activation of HIF-1α and VEGF Signaling Through HA35

In the gut, HIF-1α has dual roles in intestinal development and prevention of hypoxic injury, such as that observed during NEC pathogenesis [74]. During gut development, activation of HIF-1α upregulates VEGF, promoting creation of new vasculature to ensure adequate oxygen delivery to rapidly expanding intestinal tissues [75]. Developmental angiogenesis is crucial in supporting epithelial cell growth, differentiation, and the formation of a functional intestinal barrier.

In the context of intestinal injury, HIF-1α activation is critical for initiating repair processes [76]. Upregulation of VEGF leads to enhanced angiogenesis, increasing the flow of blood to damaged tissues. Delivery of fresh nutrients and oxygen by new vasculature spurs regenerative processes, reduces further ischemic damage, and supports integrity of the intestinal barrier by inducing epithelial expression of tight junction proteins and antimicrobial peptides. HIF-1α also plays a protective role by preventing excessive mucosal apoptosis, further facilitating recovery of the intestinal epithelium.

Activation of ileal HIF-1α and VEGF signaling by HA35 correlates with similar processes in cancer biology, where overproduction of HA generates a positive feedback loop of increased metabolic demands, a shift toward glycolysis and PI3K/Akt-mediated glucose uptake, activation of HIF-1α, and a boost in endogenous HA synthesis [57,77,78]. This metabolic reprogramming also fuels upregulation of VEGF, promoting angiogenesis to enhance nutrient and oxygen delivery, facilitating both cancer progression and maintenance of cancer stem cell properties. 

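Vegfa (ENSMUSG00000023951) lies at mm10 chromosome 17 from 46016993 to 46032369. It had 23.8 ± 4.29 FPKM (SD, n = 4) in control and 28.5 ± 4.97 (SD, n = 4) in HA35-treated pups. The groups overlapped (exact permutation test, two-sided, p = 0.229), and the log2 fold change was 0.25, or 0.13 after centring. It stayed positive, from 0.13 to 0.33, when 1 pup was left out. Of 18 HIF-1 target genes, 1 of them (Vegfa) also named by the study, 13 were higher, from Pfkl (-0.39) to Pfkfb3 (0.89). Their median relative to all genes was 0.064 (limma camera adjusted p = 0.608), and ran from 0.034 without control pup 6 to 0.087 without HA35-treated pup 1. No alternative brought its adjusted p under 0.05 (0.246 to 0.958). In the list 2 members had an unadjusted p under 0.05 and 0 were past it, adjusted over the list alone or over all genes.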

The sum of these processes results in rapid cellular proliferation in increasingly hypoxic conditions. However, within the developing ileum, activation of HIF-1α and VEGF likely induces endothelial development, potentially protecting against mucosal injuries involving splanchnic hypoperfusion [79].

### 3.4. HA35 and the NRF2-Mediated Response to Oxidative Stress

The KEAP1-NRF2 pathway plays a crucial role in regulating response to oxidative stress through activation of a molecular system tuned to perturbations in cellular redox balance [80], orchestrating a network of inducible proteins in defense of homeostasis and preservation of gut integrity [81,82]. Under oxidative conditions, NRF2 dissociates from KEAP1 and translocates to the nucleus, where the protein binds antioxidant response elements (AREs), activating enzymes such as glutathione peroxidase and superoxide dismutase [83]. These antioxidant enzymes neutralize reactive oxygen species (ROS), minimizing oxidative damage within intestinal tissues, a process inherent to NEC pathogenesis [84]. Additionally, NRF2 activation reduces inflammation through inhibition of NF-κB, induction of epithelial tight junction protein (e.g., zonula occludens 1 [ZO-1], occludin) expression, and modulation of T-cell function [82,85,86]. Fragmentation of HMW HA by ROS is reportedly anti-inflammatory [22], and HA35 inhibits ROS production by neutrophils [87]. Activation of the anti-inflammatory KEAP1-NRF2 pathway by HA has been broadly reported in a number of tissues (e.g., [88]), and our functional enrichment analyses support extrapolation of these effects to HA35 within the developing neonatal ileum, implicating a role for HM HA35 in enhancing intestinal resilience, preventing oxidative damage, and mitigating risk of NEC.

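Tjp1, which encodes ZO-1, had 30.4 ± 2.51 FPKM (SD, n = 4) in control and 33.7 ± 8.27 (SD, n = 4) in HA35-treated pups (exact permutation test, two-sided, p = 0.657). Its log2 fold change of 0.11 turned to -0.016 after centring and, with 1 pup left out, lay between 0.0058 without HA35-treated pup 1 and 0.30 without HA35-treated pup 3. Ocln, which encodes occludin, had 81.9 ± 4.75 and 85.0 ± 10.2 FPKM (SD, n = 4), a log2 fold change of 0.047 (exact permutation test, two-sided, p = 0.686) that turned to -0.078 after centring and -0.023 without HA35-treated pup 9. Both differences were smaller than the SD of the HA35-treated pups.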

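The Reactome set for oncogene-induced senescence had 17 genes tested, from Cdkn2b (-0.14) to Rps27a (0.58), and 8 lay above the median of all genes. Its median relative to all genes was -0.021 (limma camera adjusted p = 0.941), and ran from -0.091 without control pup 8 to -0.0051 without HA35-treated pup 1. It turned positive with no minimum FPKM (0.052), with a minimum of 5 FPKM (0.0091) and with quantile normalization (0.0031), with adjusted p from 0.494 to 0.995 over its alternatives. In the set 3 genes had an unadjusted p under 0.05 and 0 were past it, adjusted over the set alone or over all genes.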

Intriguingly, our network analyses revealed strong connections among the KEAP1-NFE2L2 pathway, oncogene-induced senescence, and mTOR signaling. Activating transcription factor 4 (*Atf4*) is strongly upregulated within the ileum of HA35-treated pups (Tables S1 and S2). 

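Atf4 (ENSMUSG00000042406) lies at mm10 chromosome 15 from 80255184 to 80257541 and had 61.4 ± 17.8 FPKM (SD, n = 4) in control and 91.8 ± 4.72 (SD, n = 4) in HA35-treated pups. Every HA35-treated pup lay above every control pup (exact permutation test, two-sided, p = 0.029, the smallest possible). The log2 fold change was 0.63 (standard error 0.23, limma adjusted p = 0.767), 0.50 after centring and 0.39 to 0.73 with 1 pup left out, and the adjusted p lay between 0.400 and 0.973 over the alternatives. Of 20 target genes of ATF4, 17 were higher in HA35-treated pups, from Ddit4 (-0.23) to Atf3 (0.97). Of the 20 genes, 13 lay above the median of all genes. The median of the list relative to all genes was 0.13 (camera adjusted p = 0.0946). This median ran from 0.042 without control pup 4 to 0.17 without HA35-treated pup 6. The adjusted p fell under 0.05 without control pup 2 (0.16) or HA35-treated pup 9 (0.15), and with a minimum of 5 FPKM, no minimum, or GC content and length regressed out, within 0.0334 to 0.868. In the list 5 genes had an unadjusted p under 0.05 and 0 were past it, adjusted over the list alone or over all genes. Among the listed targets Atf3 is also 1 of the genes the study drew for PI3K signaling.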

A stress-induced transcription factor [89], ATF4 mediates crosstalk between the KEAP1-NRF2 and mTOR pathways, highlighting a potentially broader role for HA35 in regulating cellular adaptation to stress, promoting repair and survival, and hastening intestinal development, potentially contributing to prevention of NEC.

### 3.5. MSP-RON and Epithelial-Mesenchymal Transition (EMT) Signaling

Mucosal tissue damage is the primary injury incurred during NEC. Epithelial repair requires cell migration through EMT [90]. However, enterocytes within the NEC intestine suffer impaired migratory capacity due to abnormal induction of autophagy [91]. The MSP-RON signaling pathway is a critical developmental pathway within the epithelium, and complete disruption of RON is embryonically lethal [92]. MSP-RON directs EMT [93] and has been shown to play a role in modulating inflammation and epithelial repair in the gut [94]. Activated by MSP, RON, a receptor tyrosine kinase primarily expressed in epithelial cells, attenuates inflammation by inhibiting nitric oxide and pro-inflammatory cytokine production through PI3K/Akt and RAS/ERK/MAPK pathways [95]. High RON expression within the epithelium suggests a crucial role in maintaining tissue integrity and repair rather than direct modulation of immune responses. Interestingly, single nucleotide polymorphism variants such as 689C within the MSP gene, reducing MSP levels, are associated with an increased risk of intestinal inflammatory diseases and impaired wound healing [96].

Our results indicate HA35 treatment enriches the MSP-RON pathway in the terminal ileum, and parallels similar findings in the lung. 

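Mst1r, which encodes RON (ENSMUSG00000032584, mm10 chromosome 9 from 107906873 to 107920383), had 3.38 ± 0.320 FPKM (SD, n = 4) in control and 3.29 ± 0.917 (SD, n = 4) in HA35-treated pups. Its log2 fold change of -0.052 (exact permutation test, two-sided, p = 0.714) was -0.18 after centring and turned to 0.044 without HA35-treated pup 3. Mst1, which encodes MSP, lay below the minimum of 1 FPKM, at 0.172 ± 0.199 and 0.0471 ± 0.0843 FPKM (SD, n = 4, exact permutation test, two-sided, p = 0.429), too low in both groups for a difference to be shown. Hmmr, which encodes RHAMM, had 8.03 ± 1.97 and 9.01 ± 1.47 FPKM (SD, n = 4), a log2 fold change of 0.17 (exact permutation test, two-sided, p = 0.514) that turned to -0.0051 without control pup 4 and to -0.024 with GC content and length regressed out, a setting chosen after seeing the data.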

In the latter tissue, LMW HA interacts with receptor for hyaluronan-mediated mobility (RHAMM) and RON to enhance mucociliary function and clearance of pathogens [97]. Whether such interactions among HA35, RHAMM, and RON occur in the developing neonatal intestinal epithelium or contribute to repair of wounds incurred during NEC is not yet clear.

### 3.6. The Role of HA35 as a Developmentally Appropriate Oncofetal Signal

Oncogenes play a significant role in embryonic, fetal, and adult tissues, promoting rampant proliferation of cells during development or repair [98]. While most commonly associated with carcinogenic and metastatic processes, oncogene activity during healthy development is tightly regulated to promote maximal proliferation within the bounds of healthy tissue growth. Fetal stem cell programs can be induced within the intestine via a variety of extrinsic factors [99], and we propose oral supplementation with HA35 through provision of HM is one such extrinsic factor. Within our dataset, multiple oncogenes and proto-oncogenes (e.g., *Kras*, *Mdm2* [a key regulator of the tumor suppressor, p53], *Rala* [RAS-like proto-oncogene], *Lmo4* [LIM domain only 4]), and oncogenic pathways (e.g., HER-2, 14-3-3, MSP-RON, ErbB signaling) are upregulated in the ileum of mouse pups treated with HA35, and the collective effect of these synchronized cues induces maturation and development of the neonatal murine intestine [38].

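Mdm2 (ENSMUSG00000020184, mm10 chromosome 10 from 117688875 to 117710758) had 28.1 ± 3.57 FPKM (SD, n = 4) in control and 36.6 ± 1.80 (SD, n = 4) in HA35-treated pups, Rala (ENSMUSG00000008859, chromosome 13 from 17880571 to 17944239) 38.2 ± 4.22 and 49.0 ± 6.21 FPKM, and Lmo4 (ENSMUSG00000028266, chromosome 3 from 144188530 to 144205220) 22.7 ± 3.64 and 29.1 ± 3.19 FPKM. The log2 fold changes of Rala and Lmo4 were 0.35 and 0.35, or 0.22 and 0.23 after centring. For Mdm2 and Rala every HA35-treated pup lay above every control pup, and after centring this held for Mdm2 alone (exact permutation test, two-sided, p = 0.0571 for Rala). The pups overlapped for Lmo4. Each of these 3 genes stayed higher when any 1 pup was left out, and none had an adjusted p under 0.05. The camera call for the paper's oncogenes as a list was lost without control pup 2 (relative median 0.18) or HA35-treated pup 9 (0.16), with adjusted p from 1.09e-04 to 0.648 over its alternatives.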

The content of GAGs and HA, in particular, within term and preterm milk declines over the first six months of breastfeeding [100] from a peak in colostrum shortly after birth [29]. Interestingly, as with other GAGs [101], HA35 content is significantly elevated in the HM provided to preterm compared with term infants (unpublished data). We posit that HA35 serves as an oncofetal signal within the infant intestine, and its maximal content in preterm colostrum is consistent with an essential role in development and maturation of the underdeveloped preterm intestine. As with other instances of oncogene expression within healthy tissue, provision of the oncofetal HA35 is tightly regulated via maternal mammary gland production and subsequent feeding events. Importantly, the duration of maximal HA35 content within preterm HM overlaps with the period of enhanced susceptibility to NEC [46].

## 4. Materials and Methods

### 4.1. Hyaluronic Acid 35 kDa (HA35)

HA35 was purchased from Lifecore Biomedical (Chaska, MN, USA). HA35 is a biosynthetic and medical grade polydisperse mixture of HA from 21 kDa to 40 kDa, with an average MW of 35 kDa. The compound is pure and commercially manufactured to meet the European Pharmacopoeia and Japanese Pharmacopoeia monographs for sodium hyaluronate.

### 4.2. Mouse Experiments

All animal studies were approved by the Institutional Animal Care and Use Committee at the University of Oklahoma Health Sciences Center (IACUC #19-062-EFCHI). Data reported here result from additional analysis of an animal experiment originally conducted and published in 2021 [38]. Briefly, timed pregnant CD-1 dams (Charles River Laboratories, Wilmington, MA, USA) were housed individually in sterilized, filter-top cages. Ad libitum food and water were provided under a 12 h light/dark cycle. Pups of both sexes were born vaginally, weighed daily, and randomized into groups receiving 30 mg/kg HA35 or control (an equal volume of sterile phosphate-buffered saline) via oral gavage from postnatal day (P)7 to P14. At treatment end, pups from both groups were anesthetized with isoflurane and euthanized via bilateral thoracotomy and cardiac puncture. Terminal ileum was harvested and stored at −80 °C in RNAlater (Invitrogen, Carlsbad, CA, USA) for downstream gene analyses.

### 4.3. Bulk RNA-Sequencing

Ileal tissues were homogenized with a 7 cm polypropylene pellet pestle (W.W. Grainger, Lake Forest, IL, USA) and passed through a QIAshredder homogenizer (Qiagen, Germantown, MD, USA). Total RNA was isolated using a RNeasy Plus Mini Kit (Qiagen). Sample quantity and quality were evaluated using a NanoDrop Lite Spectrophotometer (ThermoFisher Scientific, Waltham, MA, USA). Stranded RNA-Seq libraries were constructed for 8 animals via the CORALL Total RNA-Seq Library Prep Kit v2 (Lexogen, Greenland, NH, USA). Libraries were constructed with 200–500 ng of RNA. Libraries were indexed for multiplex sequencing, pooled, and run on the NovaSeq 6000 platform (Illumina, San Diego, CA, USA) at the Oklahoma Medical Research Foundation Clinical Genomics Center. Sequences were analyzed through a custom computational pipeline consisting of the open-source gSNAP, Cufflinks, and R for sequence alignment and evaluation of differential gene expression [102]. Reads generated were mapped to the mouse genome (mm10) by gSNAP [103], expression (fragments Per Kilobase of transcript per Million mapped reads, FPKM) derived by Cufflinks [104], and differential expression analyzed using R.

### 4.4. Analysis of Differentially Expressed Genes (DEGs)

DEGs with a *p*-value < 0.05 and a |Log2FoldChange (FC)| > 1 were collated using DeSeq2 in R. Significant genes were visualized with one-way hierarchical heatmaps using the ‘heatmap.2’ function in the R gplots package.

### 4.5. Bioinformatic Analysis of DEGs

DEGs from all 8 samples were subjected to principal component analysis (PCA) using the prcomp function and visualized by autoplot using the ggfortify package in R.

Cell deconvolution for mixed cell types within the small intestine, as well as intestinal epithelial-specific cell types, was performed using the granulator package in R and expression matrices derived from the scRNA-seq Mouse Cell Atlas [40]. Median cell abundances were compared using Wilcoxon signed rank test and cell proportions were plotted using stacked box plots.

### 4.6. Protein–Protein Interaction (PPI) Networks

*p*-values and FC values for DEGs were imported to CytoScape v3.10.2 [105]. Overlapping gene–protein interaction networks were constructed via query of the STRING (search tool for the retrieval of interacting genes) database (confidence cutoff, 0.4) using the Cytoscape stringApp [106], where nodes indicate discrete genes and edges represent connections between genes. The largest subnetwork was selected for each analysis, and annotation of functional enrichment was performed with ClueGO [107], using GO (gene ontology) Biological Functions, GO Immune System, GO Molecular Function, KEGG (Kyoto Encyclopedia of Genes and Genomes), Reactome Pathways, and WikiPathway databases. Significantly enriched functions were defined through two-sided hypergeometric tests with Bonferroni step down correction (Bonferroni-corrected *p* < 0.05), with a minimum of 2–3 genes/pathway and a kappa score of 0.4. Hub genes were identified through degree of connectivity and shortest paths using maximal clique centrality (MCC) ranking of 15 or fewer nodes in the CytoScape plugin, CytoHubba [108].

### 4.7. Ingenuity Pathway Analysis (IPA)

DEGs with *p* < 0.05 were uploaded into IPA (Qiagen) for pathway analysis. Significantly altered or enriched pathways and predicted upstream regulators were defined by significant Z-scores determining the probability of association between genes in the dataset and a pathway of interest compared with chance alone. Core Analysis was used to explore differential biological processes, canonical pathways, upstream transcriptional regulators, and gene networks. Significantly enriched or depleted pathways (FDR-adjusted *p* < 0.05 via Fisher’s Exact Test) with gene overlap ≥2 were represented with bubble plots using ggplot2 and dplyr packages in R. IPA Functional Analysis was used to identify biological functions and/or diseases significantly associated with the dataset. To assess the activation state of a pathway and upstream regulators, the consistency of the match between the observed and predicted pattern was calculated (Z-score). A positive Z-score signifies a regulator in the active state, while a negative Z-score indicates repressed activity. Canonical pathway analysis was used to identify networks from the IPA library most significantly modulated across both groups. The significance of the association between each dataset and the canonical pathway was measured as a ratio of the number of molecules from the dataset mapped to the pathway divided by the total number of molecules mapped to the canonical pathway.

### 4.8. GSEA Analysis

Gene set enrichment analysis (GSEA) was conducted with GSEA 4.1.0 against the Hallmark database, and significant pathways were defined as FDR-adjusted *p* < 0.05 and gene overlap > 15.

## 5. Conclusions

HA35 significantly influences gene expression related to small intestinal development and maturation. The observed upregulation of pathways associated with cellular growth, differentiation, immune regulation, and response to physiological stressors, coupled with downregulation of apoptotic signaling, underscores the potential of HA35 as a HM bioactive factor capable of lending protection against NEC. Notably, HA35 upregulates genes incorporated in the KEAP1/NFE2L2 and mTOR signaling pathways, known to support antioxidative responses and cellular growth, respectively. These pathways are relevant in the context of NEC, as oxidative stress and impaired cellular repair mechanisms are critical in the progression of, and possible healing from, this disease. Confirmation of our findings will now proceed in human preterm infant intestinal epithelial enteroid models.

## Figures and Tables

**Figure 1:**
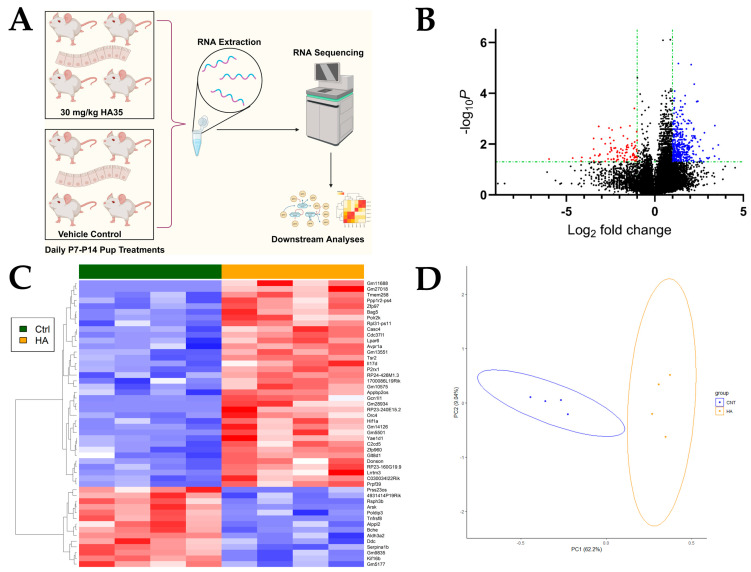
HA35 induces distinct transcriptional response during murine development. (**A**) Experimental design (*n* = 4 pups/group); (**B**) Volcano plot of DEGs *p*-value < 0.05; |log_2_FoldChange| > 1; upregulated with HA35 treatment, blue; downregulated with HA35 treatment, red; (**C**) Heatmap of top 50 DEGs; (**D**) PCA plot of DEGs. Abbreviations: P: postnatal day; RNA: ribonucleic acid; Ctrl: control; HA35: hyaluronic acid 35 kDa; PCA: principal component analysis; DEGs: differentially expressed genes.

**Figure 2:**
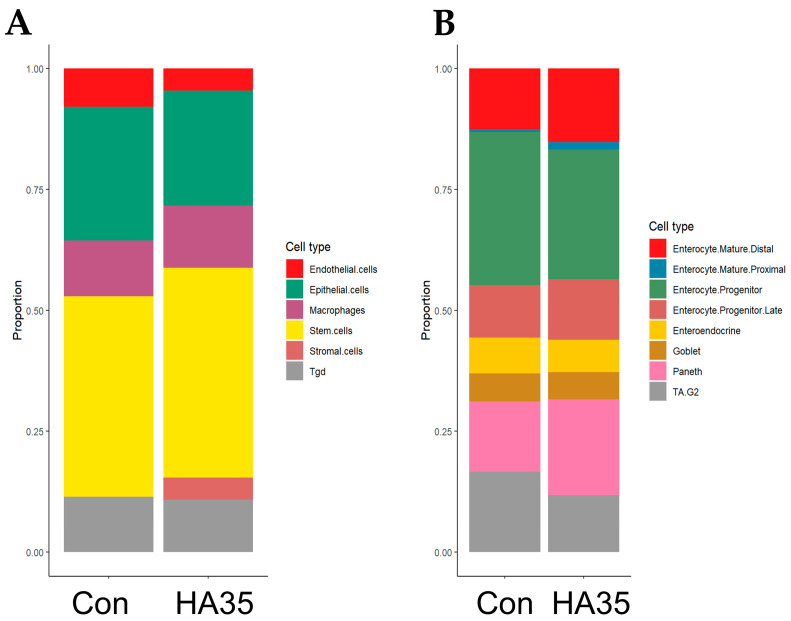
Oral HA35 may expand differentiated and stromal cell types. Mixed cell deconvolution using the Mouse Cell Atlas for (**A**) general intestinal and (**B**) intestinal epithelial cell types indicates a potential increase in stromal, Paneth, and mature enterocytes and progenitors, with diminished cycling TA, endothelial, and epithelial cells. Abbreviations: Con: Control; HA35: hyaluronic acid 35 kDa; Tgd: gamma delta T cells; TA.G2: transit-amplifying. Growth 2.

**Figure 3:**
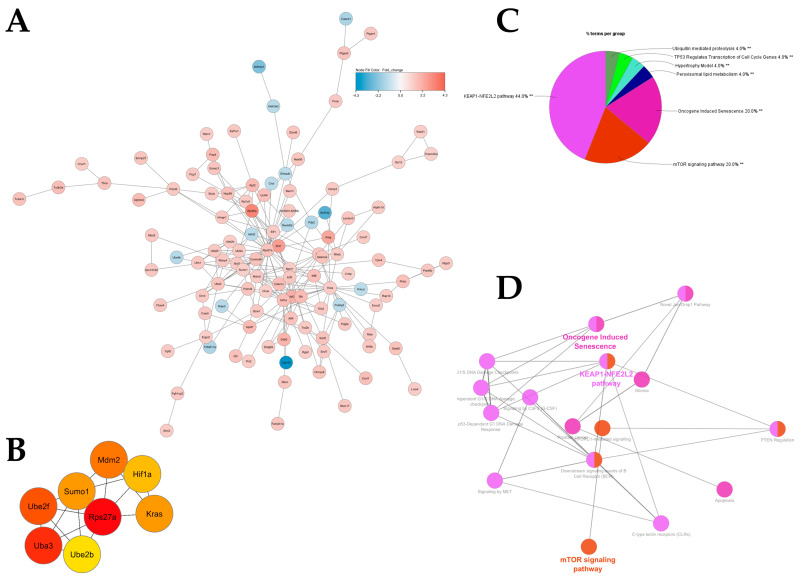
HA35 enriches signaling pathways involved in growth and antioxidant response in the developing murine intestine. (**A**) Largest PPI subnetwork demonstrating upregulated (red) and downregulated (blue) genes in HA35-treated pups compared with controls; (**B**) Top eight hub genes identified through CytoHubba (red = strongest associations); (**C**) ClueGO pie chart of GO term functional enrichment (% terms/group); ** FDR-adjusted *p* < 0.01; (**D**) ClueGO functional network (light pink: KEAP1-NFE2L2 pathway [44%]; red: mTOR signaling pathway [20%]; magenta: oncogene-induced senescence [20%]). Abbreviations: HA35: hyaluronic acid 35 kDa; PPI: protein–protein interaction; GO: gene ontology; FDR: false discovery rate; KEAP1-NFE2L2: kelch-like ECH-associated protein 1-nuclear factor erythroid 2-like 2; mTOR: mechanistic target of rapamycin; Ube2f: ubiquitin conjugating enzyme E2 F; Sumo1: small ubiquitin like modifier 1; Mdm2: mouse double minute 2; Hif1α: hypoxia inducible factor alpha; Rps27a: ribosomal protein S27a; Uba3: ubiquitin like modifier activating enzyme 3.

**Figure 4:**
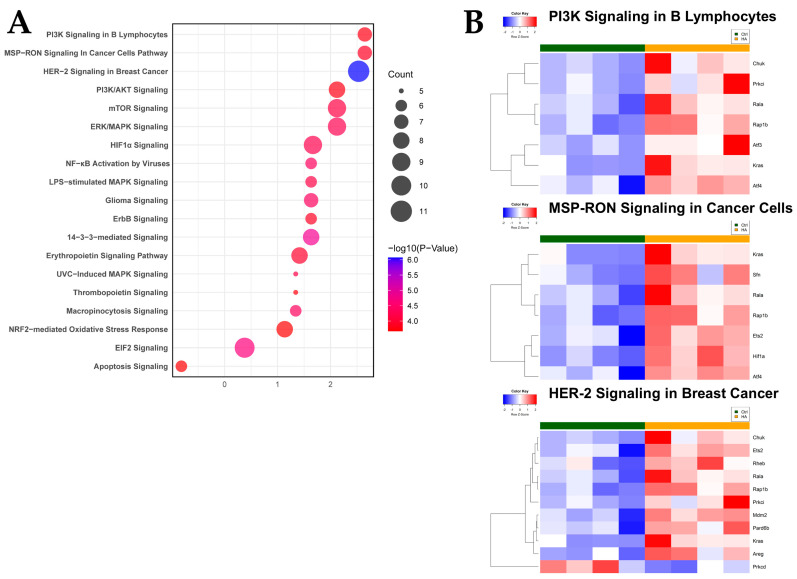
Enrichment analysis predicts upregulation of growth and downregulation of apoptosis signaling pathways following HA35 treatment of the developing intestine. (**A**) Bubble plot for IPA pathways; (**B**) Heatmaps for genes in PI3K, MSP-RON, and HER-2 signaling pathways. Abbreviations: HA35: hyaluronic acid 35 kDa; IPA: Ingenuity Pathway Analysis; PI3K/At: phosphatidylinositol-3-kinase/protein kinase B; MSP-RON: macrophage stimulating factor-RON; HER-2: human epidermal growth factor receptor 2; mTOR: mechanistic target of rapamycin; ERK/MAPK: extracellular signal-regulated kinase/mitogen-activated protein kinases; HIF-1α: hypoxia inducible factor-1 alpha; NF-κβ: nuclear factor kappa beta; LPS: lipopolysaccharide; ErbB: erythroblastic leukemia viral oncogene; UVC: ultraviolet light C; NRF2: nuclear factor erythroid 2-related factor 2; EIF2: eukaryotic initiation factor 2.

**Figure 5:**
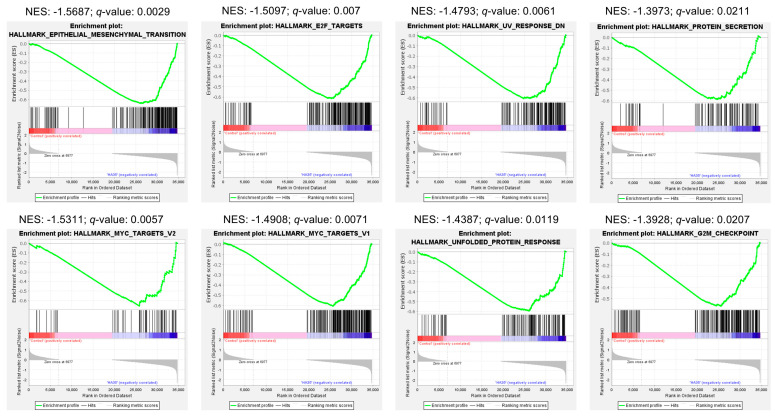
GSEA enrichment plots for top gene sets enriched (*q*-value < 0.05) in the distal ileum of HA35-treated pups versus controls. From top-left, left-to-right (gene overlap): Epithelial-mesenchymal transition (193); E2F targets (199); UV response down (144); Protein secretion (94); MYC targets V2 (58); MYC Targets V1 (197); Unfolded protein response (111); G2M checkpoint (195). Abbreviations: GSEA: gene set enrichment analysis; HA35: hyaluronic acid 35 kDa; NES: normalized enrichment score; UV: ultraviolet.

## Data Availability

The original sequencing data presented in this study are available in the GEO database (accession number GSE274261), with public access available from 31 December 2024.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms252312679/s1.

How the deposited data were processed for this re-analysis (not part of the article)

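Bulk RNA-sequencing of the distal ileum at P14 was analysed for 4 HA35-treated and 4 control pups, grouped by the conditions in the sample labels. The authors made stranded total RNA libraries, aligned the reads to mm10 with gSNAP and computed FPKM per gene with Cufflinks, which divides by transcript length and by the mapped fragments of each library. They deposited 1 table of FPKM with a column per pup, together with a p-value, a q-value (a score of 99 marks a gene without one) and a signed fold change, and a shorter list of genes. The deposited p-value equals that of an equal-variance comparison of 2 groups on log2(FPKM + 1), to within 5.06e-13 over 23566 genes, whereas the paper's methods say that the authors used DESeq2. In the authors' deposited table 4248 genes have a q-value score, and the ratio or fold written there is that of the group mean FPKM.

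The FPKM were taken as deposited. Genes with a failed estimate in any pup were left out. Genes with a mean of at least 1 FPKM over the 8 pups were compared on log2(FPKM + 1) with limma 3.58.1 (linear model, moderated with an intensity trend) in R 4.3.3, HA35-treated against control, two-sided, with Benjamini-Hochberg adjustment over the genes tested. Single genes were also compared by an exact permutation test over the 70 arrangements of the pups, whose smallest p is 0.0286. The genes named are among those the paper names in its results and discussion or draws in Fig. 4B, the genes for a check of sex, the highest and lowest member of each list, and the 5 genes that rose and the 5 that fell with the smallest p. Principal components were computed with prcomp on log2(FPKM + 1), centred and not scaled. The pseudocount, the minimum FPKM, the test, the 26 lists, the 12 Reactome sets and the alternatives were set before the deposited FPKM were examined. The exceptions are 4 alternatives that the closing section names as added. The scale log2(FPKM + 1), and with it the pseudocount, was not chosen blind to these pups. It was kept because p-values in the paper's supplement, read earlier, matched a comparison on that scale.

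Lists of marker genes (stromal, endothelial, epithelial, Paneth, goblet, macrophage, mature proximal and mature distal enterocyte, cycling G2/M, suckling and weaned enterocyte) and of pathway genes (targets of NRF2, HIF-1, ATF4, MYC and E2F, unfolded protein response, immediate-early, secretory coat and pro-apoptotic genes) were written by hand, and 6 further lists were taken from the paper. Of the 20 lists not taken from the paper, the immediate-early genes share 3 members with those of the paper, the stromal, G2/M, HIF-1, ATF4 and E2F lists share 1 each, and the others 0. The ileum expresses members of every list, and 3 (endothelial) to 21 (NRF2) members were at or above the minimum. Lists were compared by camera with a preset correlation of 0.01, and by fry and camera with an estimated correlation as alternatives. The adjustment over the lists includes the 6 taken from the paper, and no adjustment without them was run. Sets of the mouse Reactome file that comes with fgsea 1.28.0 were compared in the same way where at least 10 members were tested, which left out the set for transport from the ER to the Golgi. Ensembl identifiers, coordinates, gene types, GC content and length came from GENCODE M21, which is on the same build as the files, and 42461 genes matched it. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

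The alternatives were a pseudocount of 0.1, no minimum FPKM, a minimum of 5 FPKM, centring of each pup on its median, quantile normalization, sex as a covariate, an ordinary linear model, predicted genes and pseudogenes left out, a fold change from group mean FPKM, and each pup left out in turn. Sex was taken from the labels as they stand. The 35 ways to split the pups into groups of 4 were each fitted in the same way. The linear model was tested on simulated data for 13006 genes with the spread of these pups: with 200 genes changed by 2 on the log2 scale, 193 genes had an adjusted p under 0.05, 92.5% of the changed genes were recovered and 4.15% of the calls were false. With a change of 1, 94 genes were called. The number of fragments behind each FPKM is unknown, so no counting error is given, and the error stated is the SD between pups. Ingenuity Pathway Analysis, STRING, ClueGO, the Hallmark collection and the Mouse Cell Atlas were not used here. Results for some genes that the paper names are not reported here.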

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

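The tests of the sex labels and of the ribosomal RNA-derived transcripts were chosen only after the result was seen. In groups of 4 pups, a pup was singled out when its gap to the nearest other pup exceeded Dixon's critical value. Chance does this in 8.1 of the 162 groups examined, and 21 were found, 10 of them in control pup 6.

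Control pup 6 lay apart from the other control pups in measures of the whole library. Its summed FPKM was 392286 against 538187 to 555721, its median deviation from all pups -0.40 on the log2 scale against 0.018 to 0.095, and its FPKM multiplied by gene length, relative to the median pup, 0.736 against 0.990 to 1.02. Several transcripts went the other way: Rn7sk was 2085 FPKM against 208 to 321 in the other control pups, Rmrp 362 against 11.2 to 23.2, Rpph1 474 against 3.47 to 17.1, AY036118 106 against 25.0 to 31.5, Gm26917 20.5 against 3.19 to 5.05, Hbb-bt 368 against 49.3 to 65.0 and Hba-a1 253 against 69.5 to 79.8. Lower sequencing depth is argued against by the estimated mapped fragments, 0.856 of those of control pup 2, since FPKM are already divided by them. Small structured RNA listed in the table gained 0.156 percentage points of the fragments while the listed genes lost 26.4%, so it does not take up the missing share. Ribosomal RNA-derived transcripts were highest in this pup (AY036118 at 106 FPKM), so fragments on ribosomal RNA outside the table, counted as mapped, may take the missing share. The table lists no ribosomal RNA repeat that would decide this, so that source and others outside the table cannot be told apart. More blood in the tissue sample could raise the haemoglobin transcripts, but it was not tested as a cause of the lower level, and Hba-a1 was also high in HA35-treated pup 6 (331 FPKM against 21.3 to 71.9), whose level was not low. The other control pups had the same treatment and age, and a biological difference of this pup, such as its litter or health, was not tested.

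The labels call control pup 8 and HA35-treated pup 9 female, yet both carried transcripts of the Y chromosome, which the paper does not discuss. Ddx3y was 13.4 and 19.3 FPKM in these pups and Eif2s3y 14.6 and 22.2 FPKM. In the other pups labelled female Ddx3y was at most 0.0408 and Eif2s3y at most 0.171 FPKM, and in the 3 pups labelled male Ddx3y was 8.07 to 14.8 FPKM. Xist, which is transcribed from the inactive X chromosome, was 0.00498 and 0.0150 FPKM in control pup 8 and HA35-treated pup 9, at most 0.274% of the lowest value in another pup labelled female. That argues against RNA of a male pup mixed into a female library, which would leave Xist in place, and fits a mislabelled sex in both pups. Whether the sex alone or the whole sample was mislabelled was not tested, and the treatment in the labels was kept. Among control pups this left pup 2 as the only one with Xist (9.74 FPKM against 0 to 0.00498) and without Uty (0 FPKM against 8.32 to 9.38), which is what a single female in a group would show.

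Of the 126 groups of the genes named in the text, 10 held a pup apart from the others, where chance gives 6.3, and Xist and Uty above are among them. HA35-treated pup 9 stood out for Ube2e1 (28.1 against 19.9 to 21.0), HA35-treated pup 1 for Atf3 (115 against 51.1 to 57.0) and Gm27018 (3.32 against 1.55 to 1.73), HA35-treated pup 3 for Rsph3b (5.12 against 3.52 to 3.75) and Mst1 (0.173 against 0 to 0.0152), and HA35-treated pup 6 for Erbb2 (12.4 against 6.94 to 7.35). In control pup 4, Mki67 was 17.4 against 21.0 to 21.4 and Arsk 7.68 against 6.09 to 6.35. No technical or biological explanation was tested for these single values. Apart from Xist and Uty, they lie in 5 different pups, none of them control pup 6, and the number is within about 2 times what chance gives.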

How the results depend on the processing

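The regression on GC content and length and the 3 settings built on the authors' deposited p-values were chosen only after the result was seen. Of the 58 reported genes that the paper names or that were picked by their p, which leaves out the genes for the check of sex, 47 had one direction in every setting that was run for them, and of the 37 gene lists and Reactome sets 20 did. Has2 changed sign only under centring, and Nfe2l2 and Tjp1 only under centring and the regression. Both settings shift the level of each pup, so these reversals cannot show that the genes themselves are unstable. Has2, Notch2 and Mst1, below the minimum FPKM, were not run under quantile normalization, a higher minimum or the regression. None of the 58 genes had an adjusted p under 0.05 in any setting (0, with 805 of all genes at an unadjusted p under it). Across the lists and sets, 51 calls were gained and 31 lost over all settings, 26 and 13 of them with 1 pup left out. No paired analysis was possible because the groups share only 1 pup number (6), and the labels give no litter. Except where a sentence gives it, the cause was not tested.

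Leaving out 1 pup gave 0 to 3 genes with an adjusted p under 0.05, 540 to 1032 with an unadjusted p under it, 77 to 212 of these with an absolute log2 fold change over 1, and a share that rose of 44.5 to 89.1%. The genes that reached an adjusted p under 0.05 in those fits were Gm20430 without control pup 2, Defa-ps10 without control pup 4, Sprr2a2, Sprr2b and Gm9308 without control pup 6, and Gm11585 and Gm10126 without HA35-treated pup 9. They are named because they were counted, after their values were seen, and several belong to families of near-identical genes. The share of component 1 ran from 62.1 to 72.0% for the 249 genes and 27.5 to 36.7% for all genes tested. The number of lists with an adjusted p under 0.05 ran from 7 to 13, the 13 without HA35-treated pup 3 and 10 without HA35-treated pup 9, and that of Reactome sets from 0 to 4, with 0 without control pup 4 or HA35-treated pup 6. The relative medians of lists and sets that changed sign in these fits ran from -0.034 to 0.31 for endothelial markers, -0.0074 to 0.45 for Paneth markers, -0.023 to 0.14 for cycling G2/M markers, -0.21 to 0.0052 for goblet markers, -0.031 to 0.28 for macrophage markers, -0.056 to 0.086 for NRF2 targets, -0.027 to 0.12 for unfolded protein response genes, -0.021 to 0.035 for secretory pathway coat genes, -0.16 to 0.018 for pro-apoptotic genes, -0.049 to 0.21 for suckling enterocyte genes, -0.033 to 0.13 for the unfolded protein response set, -0.069 to 0.063 for the PI3K/AKT set, -0.027 to 0.055 for the ERBB2 set, -0.12 to 0.11 for the translation initiation set and -3.6e-04 to 0.092 for the apoptosis set. The log2 fold changes of genes that did so ran from -0.025 to 0.32 for Mapk14, -0.21 to 0.046 for Keap1, -0.036 to 0.11 for Mtor, -0.18 to 0.044 for Mst1r, -0.0051 to 0.25 for Hmmr and -0.023 to 0.11 for Ocln. Each of these fits has fewer pups, and the cause beyond that was not tested.

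With a minimum of 5 FPKM, which leaves 8361 genes to test, 523 genes had an unadjusted p under 0.05 and 53 also passed the fold change threshold. The relative median turned to -0.010 for macrophage markers and 0.0091 for the senescence set. With no minimum, 23595 genes were tested, 1320 had an unadjusted p under 0.05 and 10 lists an adjusted one. The median of all genes fell to 0.060 there, and with it the relative median turned to 0.021 for NRF2 targets, 0.058 for secretory pathway coat genes, 0.047 for pro-apoptotic genes, 0.015 for the mTOR set, 0.039 for the PI3K/AKT set, 0.052 for the ERBB2 set and 0.052 for the senescence set. A pseudocount of 0.1, which shrinks the fold changes of genes at low FPKM less, gave 192 genes past both thresholds and -0.0081 for the translation initiation set. Fold changes from the group mean FPKM gave 218 genes, an ordinary linear model 59, and leaving out predicted genes and pseudogenes, which tests fewer genes, 61. The deposited p with the deposited fold change over 2 gave 398 genes, and the deposited p with a difference of at least 5 FPKM 249.

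Centring each pup on its median moved the share of genes that rose to 41.5%, the share of component 1 to 64.2% for the 249 genes and 22.0% for all genes, and the log2 fold change to -0.020 for Has2, -0.025 for Nfe2l2, -0.071 for Mtor, -0.016 for Tjp1 and -0.078 for Ocln. Centring removes the lower level of control pup 6 by construction. Quantile normalization moved the share that rose to 38.0%, the log2 fold change to -0.10 for Mtor and -0.061 for Ocln, and the relative median to 0.0072 for the ERBB2 set and 0.0031 for the senescence set. With sex as labelled as a covariate, 497 genes had an unadjusted p under 0.05, of which 79.1% rose. The relative median turned to 0.033 for NRF2 targets, 0.0021 for the PI3K/AKT set, 4.4e-05 for the ERBB2 set and -0.012 for the translation initiation set. The Y-linked transcripts of control pup 8 and HA35-treated pup 9 are at odds with these labels. No fit with sex taken from the transcripts was run, so this setting cannot show what an adjustment for sex does. With GC content and length regressed out of each pup, 35.3% rose, 10 lists and 1 Reactome set had an adjusted p under 0.05, the relative median turned to -6.8e-04 for the unfolded protein response set and 0.0090 for the ERBB2 set, and the log2 fold change to -0.030 for Ube2e1, -0.014 for Usp1, -0.061 for Nfe2l2, -0.0067 for Mtor, -0.024 for Hmmr, -0.0062 for Tjp1 and -0.14 for Ocln.

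For lists, fry left 3 with an adjusted p under 0.05 and camera with an estimated correlation 0, and for Reactome sets they left 0 and 0. Component 1 of the 249 genes held 79.2% on the linear scale, and 62.2% when taken over all 1144 genes with a deposited p under 0.05, scaled. Over all genes tested it held 35.6% with scaling to unit variance and 58.6% on the linear scale. The unknown number of fragments limits the genes near the minimum FPKM, where a difference between pups cannot be set against counting error.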

Differences from the paper's values

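The settings built on the deposited p-values below were chosen only after the result was seen. For genes with an unadjusted p under 0.05 and an absolute log2 fold change over 1, the paper's count is 249, and the count here was 102. Some alternatives set before the deposited FPKM were examined came within 1.5 times of the paper's count, and the others did not. Those that did were a pseudocount of 0.1 (192 genes), fold changes from the group mean FPKM (218), and leaving out HA35-treated pup 6 (171) or 9 (212). The paper's count of upregulated genes is 203, and 66 were found here. A pseudocount of 0.1 (144), fold changes from the group mean FPKM (166) and leaving out HA35-treated pup 9 (185) came within 1.5 times, and the others did not. The deposited p with a difference of group means of at least 5 FPKM, a setting chosen after seeing the values, gave the paper's 249 genes, with 203 higher and 46 lower. In the authors' deposited table the smallest such difference within the list is 5.07 FPKM, the largest outside it at a p under 0.05 is 4.98 FPKM, and 35 of the 249 genes have a fold change over 2 (22 risen). With principal components taken over all 1144 genes with a deposited p under 0.05, FPKM scaled to unit variance, a setting also chosen after seeing the values, components 1 and 2 held 62.2% and 9.04%, together 71.24%, the paper's values.

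Some directions that the paper predicts differ from the medians found here, and most of these medians are not stable. The paper predicts fewer endothelial cells, while the endothelial markers had a median of 0.17 relative to all genes, or -0.034 without HA35-treated pup 1. It predicts more mature distal enterocytes, while their markers had a relative median of -0.13, from -0.31 without HA35-treated pup 3 to -0.056 without HA35-treated pup 1. It predicts fewer cycling transit-amplifying cells in G2, while the G2/M genes had a relative median of 0.074, or -0.023 without control pup 4. These are marker lists, not estimated cell counts, and none of the 3 had a camera adjusted p under 0.05 in the main setting. Each did in some alternative, with the median still opposite to the paper's direction. The lowest camera adjusted p was 6.46e-04 for endothelial markers with no minimum FPKM. It was 0.0243 for distal enterocytes without HA35-treated pup 3 and 0.0165 for G2/M genes without control pup 2. Each is the lowest over all settings run. With the correlation estimated the camera adjusted p was 0.868, 0.868 and 0.887 in that order, and the fry adjusted p 0.500, 0.971 and 0.500. Having no minimum adds 11 endothelial markers at low FPKM and lowers the median of all genes to 0.060. The paper refers to more goblet cells in the same animals, from earlier immunohistochemistry. Goblet markers, which measure RNA and not cells in tissue, had a relative median of -0.16 (camera adjusted p = 0.429), or 0.0052 without HA35-treated pup 1. The paper has its differentially expressed genes as significant, while 0 genes had an adjusted p under 0.05 here (805 at an unadjusted p under it). Atf4, which the paper has as strongly upregulated, was higher (log2 fold change 0.63) with an adjusted p of 0.767. The paper has the pups cluster by treatment on the differentially expressed genes, and over all genes tested the groups did not part on component 1 or 2.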

Other observations

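The tests of the low level of control pup 6, the counts of splits for genes with an adjusted p, an unadjusted p or an unadjusted p with a large fold change, the splits with the rule of the authors' list, and the test of the GC trend within groups were chosen only after the result was seen.

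Most genes with an unadjusted p under 0.05 rose in HA35-treated pups (82.1%). The share fell to 44.5% without control pup 6, so the low level of most genes in control pup 6 may account for the excess of genes that rose. It was 41.5% with each pup centred on its median and 35.3% with GC content and length regressed out of each pup. Both settings equalize the level of the pups, which lowers the share whatever the cause of the difference in level, so neither value decides between causes, and GC content and length bias beyond the overall level stays open. Of the 35 splits of the 8 pups into groups of 4, the real one included, 24 gave as large a share on one side, so a share this one-sided is also frequent when the groups mix treated and control pups. The groups did not differ in the median deviation of a pup (exact permutation test, two-sided, p = 0.429). Without control pup 6 the median log2 fold change was 0.024, against 0.13 with all pups. In that fit 362 genes with an unadjusted p under 0.05 rose and 451 fell. Among the remaining pups, most genes thus did not rise in their share of the mapped fragments. FPKM are divided by those fragments, so these values cannot decide whether most transcripts rose in amount under HA35. A rise in share too small for these groups to show stays open as well.

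The number of genes with an unadjusted p under 0.05 was not rare among the 35 splits. As many with an unadjusted p under 0.05 were found in 10 splits, and the counts over the splits ran from 132 to 1259 with a median of 520. With an absolute log2 fold change over 1 as well, 7 splits gave as many, and with each pup centred on its median, 3 of the 35 splits gave as many genes with an unadjusted p under 0.05. For Reactome sets, 17 splits gave at least as many as the 3 found. Over the splits, the lists past the threshold had a median of 4 and a maximum of 8. Of all genes, 0 had an adjusted p under 0.05 (805 at an unadjusted p under it), and of the lists not taken from the study 0 had a camera adjusted p under it. Every split has at least 0, so the 35 and 35 splits with as many decide nothing. Among the splits, 9 had at least 1 gene with an adjusted p under 0.05, with 2 at most. In simulated data of the same size the same test called 94 genes when 200 genes changed by 1 on the log2 scale.

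The parting of the groups on component 1 may follow from the selection of genes by the group difference. With the rule of the authors' list (p under 0.05 and a difference of at least 5 FPKM) applied to each split, and log2(FPKM + 1) not scaled, the groups parted on component 1 in 35 of 35 splits. The share of component 1 ran from 61.6% to 85.7%, with 67.7% for the real split. With genes chosen by their p alone and FPKM scaled to unit variance, the groups parted in 35 of 35 splits, and the share was as large as in the real split in 24 of them. It ran from 59.0% to 72.0%, with 62.2% for the real split.

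Across genes, which are not independent replicates, the log2 fold change fell with GC content (Spearman's rho -0.18), from a median of 0.20 in the fifth of genes with the lowest GC content to 0.067 in the fifth with the highest. The trend with GC content in each pup varied within groups, with rho from -0.18 to 0.28 in control and -0.31 to 0.12 in HA35-treated pups, and did not differ between them (exact permutation test, two-sided, p = 0.257). GC bias that differs between libraries regardless of group could give such a trend. A difference between the groups of a size that 4 pups cannot show, technical or biological, stays open.

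Lists that bear on no single claim gave the following values. Immediate-early genes, which respond to handling and to growth factors, had a median log2 fold change of 0.17 relative to all genes (16 of 18 higher, camera adjusted p = 0.0527), from Junb (-0.30) to Atf3 (0.97). It ran from 0.066 without control pup 6 to 0.27 without HA35-treated pup 3, and the adjusted p was under 0.05 without control pup 4, control pup 8, HA35-treated pup 3 or HA35-treated pup 6, and with 6 other settings, within 0.00260 to 0.868 over its alternatives. Of its genes 3 had an unadjusted p under 0.05. Genes of suckling enterocytes had a relative median of 0.058 (camera adjusted p = 0.752, 8 genes from Fcgrt (-0.15) to Ass1 (0.75)), which ran from -0.049 without HA35-treated pup 1 to 0.21 without HA35-treated pup 6, with adjusted p from 0.168 to 0.993. Genes of weaned enterocytes had a relative median of -0.20 (camera adjusted p = 0.140, 6 genes from Pigr (-1.10) to Slc5a1 (0.36)), which ran from -0.31 without HA35-treated pup 6 to -0.048 without HA35-treated pup 1. Its adjusted p was under 0.05 only without HA35-treated pup 9 (-0.26) among the alternatives run, which gave 0.0221 to 0.893. Adjusted over the list alone, 1 gene of the weaned list had an adjusted p under 0.05 and 0 of the others, and over all genes 0 had. Lgr5, a marker of intestinal stem cells, had 2.48 ± 0.619 FPKM (SD, n = 4) in control and 3.11 ± 0.951 (SD, n = 4) in HA35-treated pups, a log2 fold change of 0.23 (exact permutation test, two-sided, p = 0.371).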
